# The *Saccharomyces cerevisiae* transcriptome as a mirror of phytochemical variation in complex extracts of *Equisetum arvense* from America, China, Europe and India

**DOI:** 10.1186/1471-2164-14-445

**Published:** 2013-07-04

**Authors:** Rebekah Cook, James R Hennell, Samiuela Lee, Cheang S Khoo, Maria C Carles, Vincent J Higgins, Suresh Govindaraghavan, Nikolaus J Sucher

**Keywords:** Herbal medicine, Transcriptomics, Phytochemistry, Chemometrics, Microarray, Functional genomics, Gene expression, Yeast, Phospholipid metabolism

## Abstract

**Background:**

Pattern-oriented chemical profiling is increasingly being used to characterize the phytochemical composition of herbal medicines for quality control purposes. Ideally, a fingerprint of the biological effects should complement the chemical fingerprint. For ethical and practical reasons it is not possible to test each herbal extract in laboratory animals or humans. What is needed is a test system consisting of an organism with relevant biology and complexity that can serve as a surrogate *in vitro* system. The purpose of this study was to test the hypothesis that the *Saccharomyces cerevisiae* transcriptome might be used as an indicator of phytochemical variation of closely-related yet distinctly different extracts prepared from a single species of a phytogeographically widely distributed medicinal plant. We combined phytochemical profiling using chromatographic methods (HPTLC, HPLC-PDA-MS/MS) and gene expression studies using Affymetrix Yeast 2.0 gene chip with principal component analysis and *k*-nearest neighbor clustering analysis to test this hypothesis using extracts prepared from the phytogeographically widely distributed medicinal plant *Equisetum arvense* as a test case.

**Results:**

We found that the *Equisetum arvense* extracts exhibited qualitative and quantitative differences in their phytochemical composition grouped along their phytogeographical origin. Exposure of yeast to the extracts led to changes in gene expression that reflected both the similarities and differences in the phytochemical composition of the extracts. The *Equisetum arvense* extracts elicited changes in the expression of genes involved in mRNA translation, drug transport, metabolism of energy reserves, phospholipid metabolism, and the cellular stress response.

**Conclusions:**

Our data show that functional genomics in *S. cerevisiae* may be developed as a sensitive bioassay for the scientific investigation of the interplay between phytochemical composition and transcriptional effects of complex mixtures of chemical compounds. *S. cerevisiae* transcriptomics may also be developed for testing of mixtures of conventional drugs (“polypills”) to discover novel antagonistic or synergistic effects of those drug combinations.

## Background

The notion that therapeutic effects of herbal medicines were due to the presence of a distillable “quintessence” popularized by Paracelsus and fellow alchemists some 450 years ago [1], morphed over time into the scientific hypothesis that pharmacological effects of herbal medicines are due to their content of plant-derived chemical compounds (mainly so called secondary metabolites) [2,3]. Research based on this hypothesis conducted over the last two centuries has led to the isolation and structural elucidation of some of the best-known drugs and has led to the creation of modern pharmacology and pharmacological therapy [2,4-7]. Herbal medicine, which can therefore rightfully be considered a progenitor of modern pharmacotherapy, has along the way been relegated to the sidelines and its continued popularity with the general public is viewed by many orthodox medical professionals at best as a useless but harmless anachronism that can be harnessed for its placebo effects or at worst as a harmful superstition with potentially lethal adverse effects that needs to be discouraged [8,9]. Herbal medicine will not regain a foothold in modern science-based medicine without clear evidence of therapeutic efficacy [10]. Such evidence has to come from testing in randomized, double blind clinical trials, which are considered as the “gold standard” of clinical medicine. In addition, successful demonstration of clinical effectiveness has to be complemented by an appropriate theoretical framework i.e. pre-clinical research providing a “mechanistic” basis for the observed clinical effects. The biological “target” of the drug and its function in the pathophysiology of the disease should be known [11-13]. A good drug is thought to act like Paul Ehrlich’s “magical bullet” that finds its target and in the process “destroys” the disease process [14].

While the immense success of modern pharmacotherapy is patently obvious, the recent shift to a preponderance of “chronic” rather “acute” diseases and the threat of empty drug “pipelines” has led to calls for a re-evaluation of the current practice of drug treatment and development. Combination therapy and so-called network and systems-based approaches to drug discovery are being advocated [4,15-18]. Instead of magic bullets for single targets, the future is thought to lie in the use of both single drugs or combinations of drugs with multi-target effects [19]. The wheel appears to have turned full circle. What has been regarded as its biggest problem, namely that herbal medicines contain a myriad of chemical components with potentially synergistic effects is now hailed as the basis of their purported therapeutic effectiveness in conditions, which have so far been refractory to single drug therapy [20,21]. Elucidation of the molecular effects and specificity of single ingredients in herbal extracts can be difficult, but the determination of the action of every single chemical component in phytochemically complex extracts has been essentially elusive.

Pattern-oriented chemical profiling (“fingerprinting”) is being increasingly used to gain a more comprehensive summary of herbal medicine quality [22-25]. In comparison, component-oriented single-marker based approaches (adapted from the mainstream pharmaceutical industry) do not account for the complex assortment of metabolites generally present in herbal medicine [22,23]. The pattern-oriented approach considers all detectable constituents of a given herbal material to establish a characteristic chemical profile without necessarily characterizing all chemical constituents or their precise biological effects. Ideally, a biological fingerprint should complement the chemical fingerprint [26]. Preferably, fingerprints of their biological effects should be obtained in the very organism that will be treated with the herbal extracts. For ethical and practical reasons, however, it is not possible to test each herbal extract in laboratory animals or humans. What is needed then, is a test system consisting of an organism with relevant biology but less complexity that can serve as a surrogate system.

The species of yeast known as *Saccharomyces cerevisiae (S. cerevisiae)* is arguably the best-understood eukaryotic organism. It is inexpensive to maintain, easy to grow and it is classified as a “generally recognized as safe” microorganism (it is commonly referred to as baker’s yeast). *S. cerevisiae* was at the very beginning of the “omics” revolution because it was both the first eukaryotic organism for which the whole genome sequence was completed [27] and the first organism that was studied at the whole transcriptome level. The nature and time course of the transcriptional response of *S. cerevisiae* to a large number of environmental changes have been characterized both qualitatively and quantitatively [28]. In addition, scientists have generated a collection of molecular-barcoded *S. cerevisiae* strains in which every single gene has been selectively deleted [29,30]. Approximately 45% of the *S. cerevisiae* genes are homologous to mammalian genes and hundreds of genes that have been linked to diseases in humans have orthologs in yeast [31].

In this study, we wanted to test the hypothesis that the *S. cerevisiae* transcriptome might be used as an indicator of phytochemical variation of closely-related yet distinctly different extracts prepared from a single species of a phytogeographically widely distributed medicinal plant. We chose the medicinal plant *Equisetum arvense* commonly known as “horsetail” as model herb and the single celled fungus *S. cerevisiae* as model organism for our experiments. *E. arvense* is distributed worldwide over the northern hemisphere [32]. *Equisetum* species and hybrids are well understood to possess extensive morphological, morphometric and chemotypical variation [33,34]*. E. arvense* is used in traditional medicine as diuretic, anti-inflammatory, antioxidant, antidiabetic, vasorelaxant and hemostatic [35-41]. It is also used in dozens of manufactured products claimed to promote general wellbeing and improve the health of hair, nails, skin, and bone. The main constituents found within *E. arvense* include alkaloids, flavonoids, phenylcarboxylic acids, sterols, styrylpyrones, and silica [33,42-44], which are thought to mediate the beneficial effects of this herbal medicine. Veit and co-workers distinguished two distinct chemotypes (chemodemes) of *Equisetum* based on their phenolic chemistry [33] but there is no information on variation of the biological and clinical effects due to these regional variants.

Here we report that the gene expression in *S. cerevisiae* exposed to globally sourced extracts of *E. arvense* reflected variation in their phytochemical composition*.* We have made the microarray data obtained in this study publicly available in the Gene Expression Omnibus (GEO) database of the National Center for Biotechnology Information of the USA (see Methods for details).

## Results

### Phytochemical fingerprinting

We used 3 standard chromatography-based separation and detection techniques of increasing complexity to characterize the phytochemical composition of aqueous extracts of *E. arvense* that were obtained from sources in the USA (*n* = 7; #1 - 7), China (*n* = 3; #8 - 10), Europe (*n* = 2; #11 - 12) and India (*n* = 1; # 13). The flavonoid and phenyl carboxylic acid high performance thin-layer chromatography (HPTLC) profile resolved on average 9 ± 3 peaks, but only a single peak was detected in the India sample (Figure 1A). The HPTLC profile clearly indicated a general quantitative difference in phenyl carboxylic acid and flavonoid concentration between the American and the European and Chinese samples.

**Figure 1:**
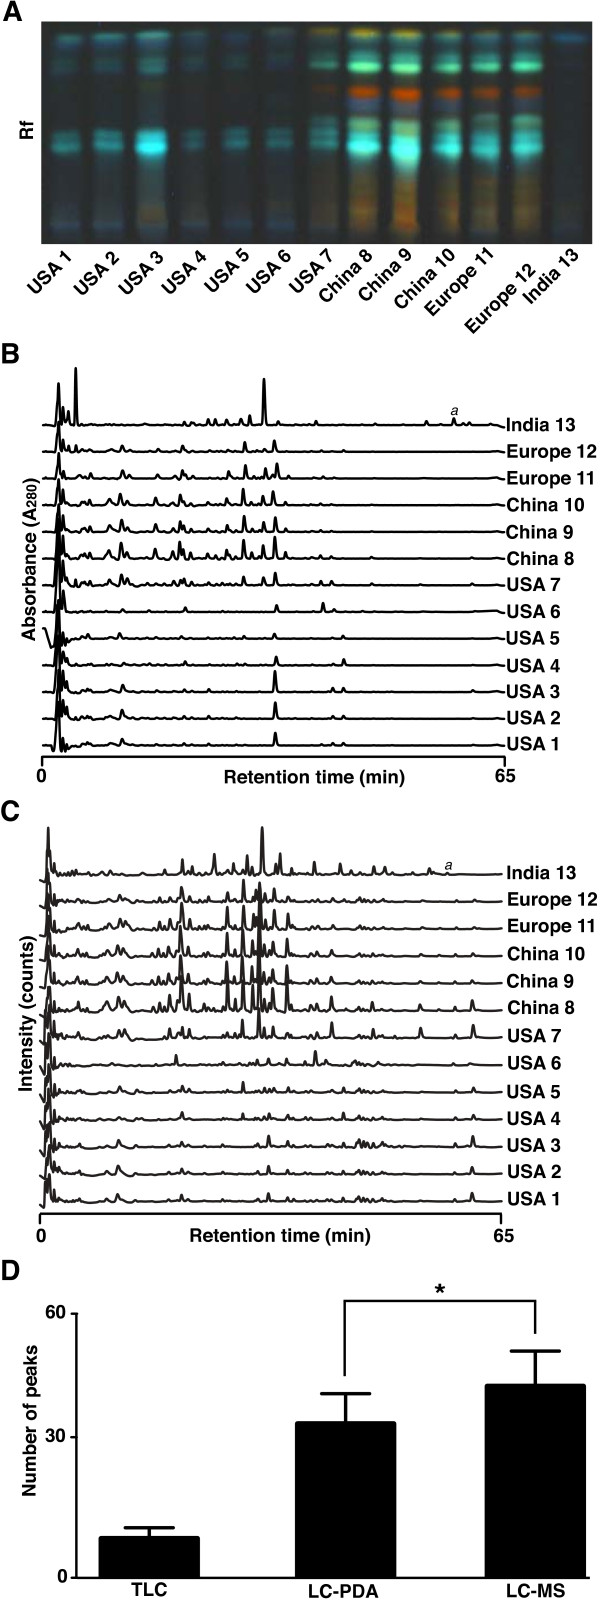
**Chromatographic characterization of the *E. arvense *extracts to identify quantitative and qualitative differences in phenyl carboxylic acid and flavonoid composition. (A)** A TLC plate developed with natural product / polyethylene glycol reagent, viewed under 366 nm UV light. **(B)** Stacked LC-PDA chromatograms observed at 280 nm. The letter “a” denotes dicaffeoyltartaric (chicoric) acid, which was only detected in the sample from India. Rf: relative front. **(C)** Stacked LC-ESI(−)-MS chromatograms. **(D)** The number of peaks detected in the TLC, LC-PDA and LC-MS chromatograms using the msProcess peak detection software. Means and standard deviations were calculated from biological replicates. * Represents a statistical significance of p < 0.05.

Chromatograms generated using high performance liquid chromatography (HPLC) and detection using a photodiode array (PDA) set at 280 nm contained 35 ± 7 peaks, triple the number of constituents contained in the HPTLC profile (Figure 1B). The general trend in the variation of in phenyl carboxylic acid and flavonoid concentration along phytogeographical lines was similar to that obtained by HPTLC. The chromatograms furthermore exhibited clear qualitative differences between the samples, especially in regards to the Indian sample, which were detectable due to the increased sensitivity of the HPLC-PDA technique over HPTLC.

Next, we combined HPLC with mass spectrometry (MS) to analyze the samples. HPLC-MS detected on average 43 ± 8 peaks and revealed both qualitative and quantitative differences between the extracts as presented (Figure 1C).

Comparison of the different profiling techniques clearly illustrates that the discoverable complexity of the chemical composition of herbal extracts depends on the analytical technique used (Figure 1D).

The UV-Vis and mass spectra of peaks present in the LC-PDA and LC-MS chromatograms respectively were compared to the work by Veit et al [35] for tentative identification of some of the major chromatogram peaks (Table 1).

**Table 1:** **The tentative structural elucidation of several chemical constituents contained in the *E. arvense *samples**

**LC tR (min)**	**λ**_**max**_**by HPLC PDA (nm)**	**MS peaks (*m/z *)**	**Tentative ID**	**Reference**
5.6	241, 328	312 (100), 179, 149	Caffeoyl tartaric acid isomer	[45,46]
6.5	242, 327	312 (100)	Caffeoyl tartaric acid isomer	[45,46]
9.9	241, 327	312 (100), 225, 149	Caffeoyl tartaric acid isomer	[45,46]
11.4	241, 328	311 (100), 179, 148	Caffeoyl tartaric acid isomer	[45,46]
16.2	240, 323	367 (100), 225, 179, 135	Methyl caffeoylquinic acid	[45,46]
18.5	234, 315	336 (100), 295	Caffeoylshikimic acid isomer	[47]
19.8	237, 326	335 (100), 295, 179	Caffeoylshikimic acid isomer	[47]
24.6	231, 283	650 (100)	Quercetin or Protogenkwanin derivative	[48]
26.6	241, 342	448 (100), 319	Luteolin glucoside	[33,49]
28.7	265, 354	464 (100), 342, 300	Quercetin glucoside	[33,48]
29.3	255, 366	579 (100), 271	Apigenin 3-O-glucoside-7-O-rhamnoside	[33,50]
30.1	236, 261, 334	489, 463, 431 (100)	Apigenin glucoside	[33,49]
31.0	235, 269, 330	462, 410 (100)	Quercetin glucoside	[33,48]
31.4	235, 287	610, 301	Quercetin 3-O-glucoside-7-O-rhamnoside	[50]
32.9	238, 328	473, 311 (100), 178, 149	Dicaffeoyl tartaric acid	[51]
34.9	237, 261, 333	490, 445 (100)	Genkwanin glucoside isomer	[33,48]
41.1	288, 353	285 (100)	Kaempferol derivative	[33,48]
42.7	233, 270, 324	284 (100)	Genkwanin glucoside isomer	[33,48]
46.8	231, 288	302 (100)	Quercetin / Protogenkwanin	[48]

A representative example of how we elucidated the structure of dicaffeoyltartaric acid and a genkwanin acetylglucoside are presented in Additional file 1: Figure S1.

Inspection of the HPTLC and HPLC chromatograms shown in Figure 1 appeared to suggest that the fingerprints obtained from the *Equisetum* extracts grouped largely according to their phytogeographical origin. The samples from Europe and China were more closely similar to each other then to the fingerprints of the Indian and American samples. American samples, in turn, appeared to be more closely related to each other then to the European and Chinese samples. In order to see whether the existence of subgroups within the data could be verified statistically, we used the multivariate statistical techniques of principal component analysis (PCA) and k-nearest neighbor (*k*-NN) clustering analysis to quantitatively characterize differences and similarities between the HPLC-MS fingerprints of the *E. arvense* extracts (Figure 2).

**Figure 2:**
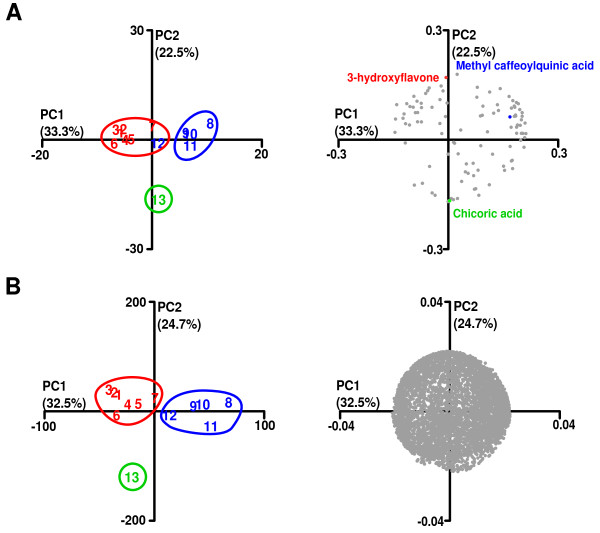
**Principal component analysis (PCA) of LC-ESI(−)-MS chromatographic peaks.** Scores plots are shown on the left, the corresponding loading plots on the right. The color and ellipses on the scores plots denote grouping obtained from *k*-NN with 3 specified clusters. The proportion of variance encompassed by each principal component is given in parentheses. **(A)** The scores plot (left panel) is based on the absolute amplitude of all 107 detected peaks, showing that the geographical origin of the extracts is primarily associated with the 3 specified groups (red = USA, extracts 1 to 7, blue = Europe, extracts 11 and 12 and China, extracts 8 to 10, green = India, extract 13). The loadings plot (right) highlights peaks that are representative of the grouping observed in the scores plot (3-hydroxyflavone for USA, methyl caffeoylquinic acid for Europe and China, dicaffeoyltartaric (chicoric) acid for India. **(B)** The scores plot (left panel) is of the 5,671 peak intensity ratios obtained from the 107 detected peaks using the rational of Tilton and colleagues [28] showing the geographical origin of the extracts is primarily associated with the 3 specified groups (red = USA, blue = Europe and China, green = India). The loadings plot (right) contained no significant information **(C)**.

PCA essentially replaces the natural, albeit potentially subjective pattern recognition ability of the human brain by reducing the highly complex chromatogram data into a reduced data set, where each chromatogram is represented by a single point, which is then plotted in the so-called scores plot in relation to the first 2 principal components of the entire data set. We used *k*-NN to colorize the PCA, by highlighting samples that were classified into the 3 groups. PCA not only greatly reduces the complexity of the data it can also be used to determine which peaks and therefore phytochemicals underlie the observed differentiation into groups.

Figure 2A illustrates how the PCA (left panel) combined with *k*-NN clustering analysis (colored circles) grouped the chromatograms of the extracts along the lines of their phytochemical origin (USA, red; China / Europe, blue; India, green) with the sole exception of the European extract #12, which was grouped with the American extracts. Based on the similar proximity of chromatographic peaks in the loadings plot (right panel) to the sample groups in the scores plot, we were able to determine the peaks generally responsible for group differentiation. Three representative peaks have been highlighted in the same colors as the sample groups. For example, PCA identified dicaffeoyltartaric (chicoric) acid, which is highlighted in Figure 2A (right panel), as a differentiating factor for the Indian sample. The corresponding peak was indeed only detected in the Indian sample (Figure 1B and C, annotated by “a”).

Based on the work by Tilton et al [26] and their phytomics similarity index (PSI), we also conducted PCA based not on the intensities of the chromatographic peaks but on the ratio of each chromatographic peak intensity to each other within the same sample. That is *n* peak intensity values produce $\frac{n\left(n-1\right)}{2}\;$ unique ratio values. As illustrated in Figure 2B, PCA based on the intensity ratios combined with *k*-NN clustering analysis grouped extract #12 with the other European extracts and thus grouped all extracts according to their phytogeographical origin.

#### Radical scavenging capacity assays

Chemometric profiling of the *E. arvense* extracts demonstrated high variability in the flavonoid and phenyl carboxylic acid content. As flavonoids and phenolic acids have been reported to be effective free radical scavengers and antioxidants [52], we wondered to what degree the observed variation would be reflected in the radical scavenging capacity of the extracts [53]. The two main methods by which a compound can function as an antioxidant are hydrogen atom transfer (HAT) and electron transfer (ET) [53]. We therefore assessed the radical scavenging capacity of the *E. arvense* extracts using both HAT and ET mechanisms.

HAT reactions such as the oxygen radical absorbance capacity assay (ORAC) are kinetic based methods, whereby fluorescein and the antioxidant being measured compete for peroxyl radicals generated by the thermal decomposition of 2,2’-Azobis(2-amidinopropane) hydrochloride (AAPH) [54]. Therefore, competition by more potent antioxidant activity corresponds to slower fluorescein oxidation/degradation.

ET reactions such as those using 2,2-di(4-*tert*-octylphenyl)-1-picrylhydrazyl (DPPH) involve a redox reaction between the DPPH (oxidant) and the antioxidant compound being measured (reductant). DPPH is well suited for a rapid and simple antioxidant assay as it is commercially available and forms stable nitrogen radicals. In its oxidised form the DPPH has an intense purple color (λ_max_ 515 nm) and when it is reduced it becomes yellow (λ_max_ 320 nm), the color change being proportional to the antioxidant concentration.

Both the ORAC and DPPH methods use gallic acid as a reference for antioxidant capacity. That is, these assays measure how much better (or worse) the *E. arvense* extracts are at being antioxidants than gallic acid.

As illustrated in Figure 3A, the Chinese and European extracts contained approximately 5 strongly antioxidant compounds. Peaks at 280 nm (as shown in Figure 1B; black line in Figure 3B) that have a DPPH radical scavenging capacity are identified by the corresponding decrease in DPPH absorbance measured at 515 nm (red line in Figure 3B). Overall, the ORAC and DPPH results were comparable, indicating that the flavonoids and phenyl carboxylic acids functioned in both the HAT and ET mechanisms. The China #8 and USA #7 samples showed the highest antioxidant capacity of the extracts (Figure 3C). This was unexpected and contrary to what was predicted by the phytochemical profiling, which indicated that the China and European extracts were similar to each other and distinct from the American extracts.

**Figure 3:**
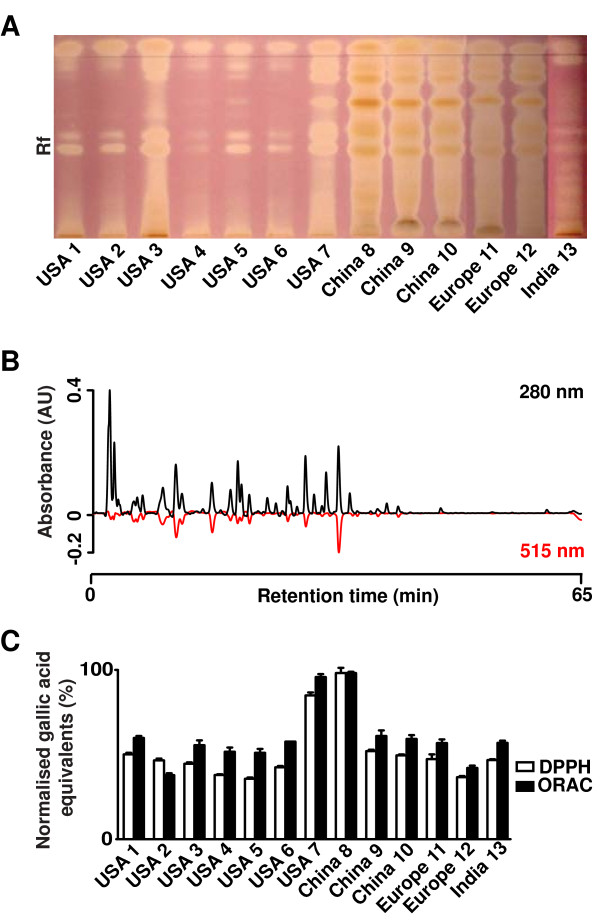
**Antioxidant activity of *E. arvense *extracts. (A)** A TLC plate developed in DPPH reagent, viewed under white light. Pink/purple regions are unreacted DPPH, lighter regions are where the DPPH radical has been scavenged by an antioxidant. After, dipping the TLC plate was left for 10 min for the reaction to proceed fully and intentionally “over-exposed” to reveal weak differences in radical scavenging. Rf: relative front. **(B)** A representative chromatogram of the China 8 sample using the on-line DPPH assay. The chromatogram at 280 nm (black line) is overlaid with the DPPH absorbance at 515 nm (red line). Compounds that have DPPH antioxidant activity are observed as a negative peak at 515 nm. **(C)** A comparison between the antioxidant abilities of each of the *E. arvense* extracts using the DPPH, FCR and ORAC assays.

### Transcriptomic fingerprinting

The main goal of this study was to test the hypothesis that the *S. cerevisiae* transcriptome might be developed as an indicator of phytochemical variation of closely-related yet distinctly different extracts prepared from a single species of a phytogeographically widely distributed medicinal plant. 

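The strain was BY4743, a diploid laboratory strain of S. cerevisiae whose genotype in the methods carries deletions in HIS3, LEU2 and URA3. Log-phase cultures in minimal medium with added uracil were treated for 20 min with dried extract at 2.5 mg/mL or with the vehicle alone. Labelled RNA of each culture was hybridized to 1 array, on which each transcript is read by a set of short probes near its 3′ end, called a probe set. The 18 arrays were 4 of control cultures, 4 with China #8 and 2 each with USA #2, USA #6, USA #7, Europe #11 and India #13. The methods call the cultures biological replicates. The sample labels place 2 control and 2 China #8 arrays in one batch and all other arrays in another, called batch 1 and batch 2 here. The authors corrected the background, quantile-normalized the probe signals and summarized them by RMA. The deposited log2 values of 5900 probe sets were used without further normalization. They lay between 2.73 and 14.49, and the array medians lay between 9.55 and 9.64. Of these probe sets, 137 belong to Affymetrix controls and were set aside, which left 5763 for the tests. The platform's annotation gave 1 gene name to 5498 of them, for 5449 distinct genes, and no name to 265. Groups were compared with limma. The contrasts of the study used the Bonferroni correction, and the comparisons of single extracts used the Benjamini-Hochberg adjustment, both with a threshold of 0.05. As in the study, USA #6 was left out of the contrasts of pooled extracts. Log2 fold changes are extract minus control unless another pair is named, with the standard error (SE) of the linear model. An array signal carries no count of molecules, so the number of arrays limits the precision. Data were simulated with independent noise at the spread within conditions and the same shift with every extract. In them, the contrast of all extracts with control recovered 44.8% of genes changed by 0.5 on the log2 scale, 89.6% of those changed by 1 and 100% of those changed by 2. Batches and differences between extracts were not simulated, so recovery in the real data may be lower. The deleted genes LEU2 and URA3 lay at median log2 values of 3.56 and 3.23, higher than 2.48% and 1.09% of the probe sets. HIS3 lay at 11.55, higher than 82.2%. The his3 allele of this strain lacks only part of the gene, and the position of the probes in the gene is not given, so this signal checks nothing.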

We therefore exposed exponentially growing yeast cultures to representative extracts from each of the three groups identified by chemometric analysis (USA #2, *n* = 2 microarrays; USA #6, *n* = 2; USA #7, *n* = 2; China #8, *n* = 4, Europe #11, *n* = 2; India #13, *n* = 2) and the vehicle only (control, *n* = 4). We then harvested the yeast cells to extract total RNA for analysis using Affymetrix GeneChip® Yeast Genome 2.0 arrays. 

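Across arrays, probe sets of the same condition differed with an SD of 0.151 to 0.440 on the log2 scale over 17 pairs of arrays, against 0.231 to 0.660 for pairs of different conditions. The Affymetrix controls include probe sets for the 5′ and the 3′ part of a few transcripts, whose difference is a measure of RNA integrity and labelling. For 18S rRNA, the 3′ minus 5′ difference was -1.39 ± 0.19 (SD, n = 4) on the control and China #8 arrays of batch 2. It was -2.55 ± 0.33 (SD, n = 4) on the arrays of batch 1 and -2.57 ± 0.17 (SD, n = 10) on those of the other 5 extracts. The dap transcript, a bacterial RNA added during labelling, differed in the same way, at 2.13 ± 0.18 (SD, n = 4), 1.52 ± 0.20 (SD, n = 4) and 1.63 ± 0.14 (SD, n = 10). Of the other spikes, thr stood at 1.94 ± 0.23, 1.39 ± 0.23 and 1.46 ± 0.21, phe at 0.67 ± 0.005, 0.60 ± 0.18 and 0.55 ± 0.09, and lys at -0.37 ± 0.22, -0.39 ± 0.21 and -0.49 ± 0.28 (SD, with the same n), with overlapping values. For the actin gene ACT1 the differences were 0.38 ± 0.04, 0.34 ± 0.02 and 0.31 ± 0.03 (SD, with the same n). The China #8 response differed between the batches for 0 probe sets at an adjusted p under 0.05 (limma, condition by batch interaction), with 623 at an unadjusted p under 0.05. Without the second control array, 30 probe sets passed this test.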

Figure 4 shows a raster plot (heatmap) of the averaged robust multi-array average (RMA)-corrected expression values of 5900 genes (rows) on 18 microarrays (columns). Genes and arrays were hierarchically clustered using distances calculated from their Pearson and Spearman correlation as indicated by the dendrograms on the left and top of the heatmap, respectively.

**Figure 4:**
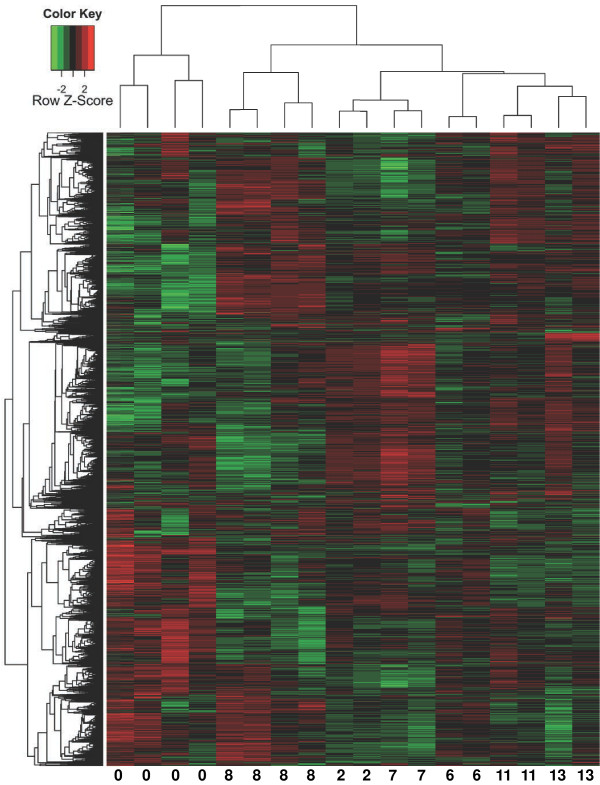
**Hierarchical clustering of gene expression values in four control and 14 extract treated samples.** Genes (rows) were clustered based on their distance in Pearson product–moment correlation (left dendrogram); arrays (columns) were clustered based on their distance in using Spearman rank correlation (top dendrogram). Numbers at the bottom of the figure indicate the identity of the arrays: 0, control, 8, China 8; 2, USA2, 7, USA7; 6, USA6; 11, Europe11; 13, India13. The expression levels (log2 transformed, see Methods for details) were scaled to the row mean. The color key indicates how the heat map colors are related to the standard score (z-score), i.e. the deviation from row mean in units of standard deviations above or below the mean.

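AZR1, which encodes a plasma membrane transporter of the major facilitator family, rose by 6.32 on the log2 scale with USA #7 (SE 0.20, adjusted p = 7.96e-11), by 3.00 with USA #2 (SE 0.20) and by 2.64 with China #8 (SE 0.16). PRM7, a gene named for its regulation by pheromone, is read by 2 probe sets, which rose by 2.89 (SE 0.35) and 2.68 (SE 0.38) with China #8. With India #13, SEO1, a putative permease, rose by 2.43 (SE 0.17), the weak acid exporter gene PDR12 by 2.35 (SE 0.15), and MET2, of methionine synthesis, by 2.25 (SE 0.25). These 5 genes were among those whose expression differed among the 6 extracts, 1695 of 5763 probe sets (F-test in limma, adjusted p under 0.05), in a test of differences between extracts alone. This count was 2928 with batch as a block and 3097 within batch 2. It was 1057 without the first and 1104 without the second USA #6 array, 799 without the first USA #7 array and 1064 without the third China #8 array. By Spearman correlation, 17 of 18 arrays had an array of their own condition as the nearest, and the second India #13 array was nearest to a Europe #11 array. In a tree with complete linkage the first division held the 4 control and 2 USA #6 arrays on one side and the 12 other arrays on the other. With average linkage the 4 control arrays stood on one side and all 14 extract arrays on the other.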

The clustering results indicate that the gene expression data not only distinguish the control samples from the extract treated samples, but also further differentiate between subgroups of the extract treated samples. We next performed PCA and *k*-NN clustering analysis of the gene expression data (Figure 5). Again, the analysis separated the samples into distinct clusters largely along phytogeographical origin and phytochemical variation, with the exception of USA sample #6, which was grouped with control samples (Figure 5A and B). 

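USA #6 changed 401 probe sets (235 higher, 166 lower; adjusted p under 0.05 from limma). ZRT1, the high-affinity zinc transporter, fell by 3.68 on the log2 scale (SE 0.07, adjusted p = 8.56e-14), and ZAP1, the zinc-responsive activator, fell by 3.21 (SE 0.16). The iron genes FRE1, a ferric reductase, and SIT1, a siderophore transporter, rose by 2.23 (SE 0.22) and 1.99 (SE 0.21). By the same test, the counts of the other extracts were 1089 for USA #2 (607 higher, 482 lower), 1277 for Europe #11 (707 and 570), 1642 for India #13 (812 and 830), 2265 for USA #7 (1173 and 1092) and 2283 for China #8 (1135 and 1148). China #8 had 4 arrays and the others 2, so these counts are not on equal footing. For some extracts, which direction holds more probe sets depends on the scaling. With equal array medians, the higher and lower counts were 523 and 549 for USA #2, 587 and 639 for Europe #11, 1108 and 1123 for USA #7, 989 and 1282 for China #8, 798 and 838 for India #13 and 219 and 171 for USA #6. With batch as a block, the counts were 1009 for USA #6, 2026 for USA #2 and 2075 for Europe #11, and within batch 2 they were 980, 2009 and 2115. Leaving out 1 of the 2 arrays of an extract gave 93 or 110 for USA #6, 418 or 151 for USA #2, 333 or 398 for Europe #11, 684 or 1068 for India #13 and 1204 or 1280 for USA #7, with the lone array assumed to vary like the other groups. With control and China #8 alone, the China #8 count was 1101 within batch 1 and 725 within batch 2. In the PCA of the 18 arrays, PC1 and PC2 held 28.6% and 24.3% of the variance. The control arrays had PC2 scores from 39.8 to 69.1 and the China #8 arrays from -58.5 to -42.4, while the USA #6 arrays had 4.84 and 9.78. On PC1, the USA #7 arrays had scores of 65.4 and 70.4. At the other end lay the control and China #8 arrays of batch 2, those with the deviating 18S rRNA, at -59.4 to -48.8. The control and China #8 arrays of batch 1 lay at -33.6 to 8.78. In k-means clustering of these scores with 4 centres, the 4 control arrays formed a cluster of their own, and the 2 USA #6 arrays fell with both Europe #11 arrays, 1 China #8 array and 1 India #13 array.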

Averaging of the expression values from each set of arrays (control, *n* = 4, China #8, *n* = 4, Europe #11, n = 2, India #13, *n* = 2, USA #2, *n* = 2, USA #6, *n* = 2) before PCA increased the signal to noise ratio of the data and therefore the diagnostic resolution (Figure 5B).

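The USA #2 and USA #7 extracts, which formed 1 cluster of the averaged data, both raised CIS1, by 1.82 (SE 0.22) and 4.13 (SE 0.22) on the log2 scale, and the putative multidrug transporter gene YHK8, by 1.68 (SE 0.26) and 4.92 (SE 0.26). SNG1, named for resistance to nitrosoguanidine, rose by 2.26 (SE 0.19) and 3.39 (SE 0.19) with these extracts. After averaging, PC1 held 36.4% and PC2 held 28.6% of the variance between the 7 means. The PC1 and PC2 scores were 35.3 and -18.4 for USA #2, 74.4 and -17.0 for USA #7, -37.5 and 53.9 for China #8, -14.2 and 36.8 for Europe #11, and 22.9 and 23.6 for India #13. The control mean lay at -54.5 and -65.4 and the USA #6 mean at -26.3 and -13.5. In k-means clustering with 4 centres, USA #6 fell with the control, China #8 fell with Europe #11, and India #13 stood alone. With 3 centres India #13 fell with USA #2 and USA #7, and the other clusters were the same. Each mean is 1 point, so this clustering has no replicate error.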

**Figure 5:**
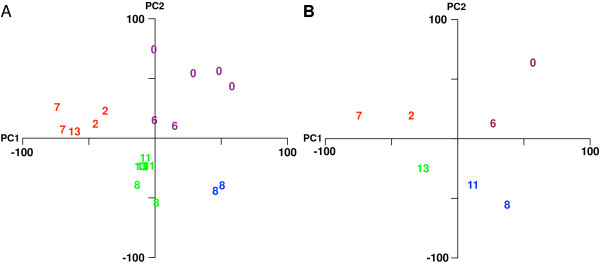
**PCA of the microarray results and comparison with the PCA of phytochemical data. (A)** Scores plot of the PCA of four control and 14 extract treated arrays. The numbers refer to the microarrays as follows: 8, China 8; 6, USA6; 11, Europe11, 13, India13; 2, USA2, 7, USA7. PC1 and PC2 account for 29 % and 24 %, respectively, of the total variance in the data. **(B)** Scores plot of the PCA of the mean expression values averaged over each set of arrays (control, *n* = 4, China #8, *n* = 4, Europe #11, n = 2, India #13, *n* = 2, USA #2, *n* = 2, USA #6, *n* = 2). PC1 and PC2 account for 36 % and 28 %, respectively, of the total variance in the data.

In the analysis of the gene expression data (as well as the phytochemical data), we used PCA and *k*-NN clustering as “diagnostic” tools with the goal to reduce the complexity of the data and to classify extracts into groups. PCA was performed by singular value decomposition (SVD) of the centered and scaled transpose of the data matrix [55]. SVD decomposes the data matrix (X) into three matrices commonly termed U, D and V. The columns of V (or rows of the transpose of V, V^T^) are referred to as the principal components of X [56,57]. Using terms more evocative for biologists, Alter and colleagues have referred to the rows of V^T^ as the eigengenes and the columns of U as eigenarrays [56]. The results of SVD of the data matrix without mean centering and scaling are illustrated in Figure 6. Inspection of the heatmap (Figure 6A) depicting the expression of the eigengenes (rows) in each array (columns) reveals that the expression of the first eigengene shows little variation between the arrays. This eigengene describes the contribution of gene expression that remains essentially constant. In contrast, the expression levels of the remaining eigengenes show clear differences both between the control and extract treated samples as well as differences between the extracts of different origin. 

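The first eigengene lay between 0.235 and 0.236 on all 18 arrays, with a coefficient of variation of 0.105%. Its squared singular value made up 99.9% of the total.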

Figure 6B illustrates the expression levels of eigengenes 1 to 5. Each bar represents the expression level of the respective eigengene in the arrays 1 to 18. It can be clearly seen that the second eigengene mainly represents the differences in gene expression between control (1 to 4) and treatment arrays (5 to 18). 

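The second eigengene lay between -0.444 and -0.335 on the 4 control arrays and between -0.0919 and 0.283 on the 14 extract arrays, so the ranges did not overlap. Of its variance between arrays, 80.1% lay between control and extract and 92.2% between the 7 conditions, with the rest between arrays of the same condition.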

The eigengenes 3 to 5 highlight extract specific differences. 

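For eigengenes 3, 4 and 5, 77.4%, 54.2% and 35.4% of the variance lay between the 7 conditions, and 1.81%, 1.96% and 3.05% between control and extract. The share that lay between arrays of the same condition was thus smallest for the third and largest for the fifth. Each extract other than China #8 has only 2 arrays to set against its mean.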

The relative contribution of the eigengene 2 to 18 to the total variation in gene expression after eigengene 1 was filtered out is shown in Figure 6C.

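After the first eigengene was left out, eigengenes 2 to 6 held shares of 0.357, 0.258, 0.131, 0.0625 and 0.0481 of the remaining squared singular values. The normalized entropy of these shares was 0.667.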

**Figure 6:**
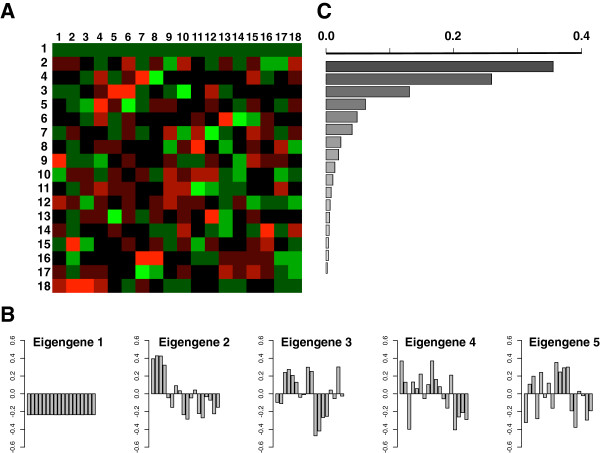
**SVD of the gene expression data. (A)** Heat map of 18 eigengenes of the entire data set. **(B)** Expression of the five most significant eigengenes in the 18 eigenarrays. Each bar corresponds to the expression level of the eigengene in each array (control: 1 to 4; USA 2: 5 and 6; USA 6: 7 and 8, USA 7: 9 and 10; China 8: 11 to 14; Europe 11: 15 and 16; India 13: 17 and 18 ) **(C)** Weights (eigenvalues) of the eigengenes and their relative contribution to the entropy of the data (d = 0.65) after filtering out eigengene 1, which did not differentiate between the arrays and can be considered to contribute only “noise” in the context of this study [56].

We further analyzed the microarray data using the default linear model included with the BioConductor “limma” package [58-60]. As robust linear modeling of microarray results generally requires 3 or more replicates per sample [59], we first contrasted all treatment arrays (USA, *n* = 4; Europe/China, *n* = 6; India, *n* =2) against the control arrays (*n* = 4) to generate a table of differential expression values ranked according to their Bonferroni-corrected *p*-values (*p* < 0.05). In order to simulate results using a fully automated process, the 2 arrays obtained upon exposure of yeast to sample USA #6 were not included in this analysis because USA #6 was grouped with the control samples in the PCA (Figure 5; inclusion of USA 6 did, however, not significantly change the results). 

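With USA #6 included, 14 extract arrays stood against the 4 control arrays, and 195 probe sets passed the Bonferroni threshold in limma. Of these, 169 were also among the 218 found without USA #6, all with the same direction. Against control, YEL073C, of unknown function, fell by 3.02 on the log2 scale with USA #6 (SE 0.19), the inositol-3-phosphate synthase gene INO1 fell by 2.48 (SE 0.24), and SPO11, which makes the DNA breaks of meiosis, fell by 1.86 (SE 0.17). DHR2, an RNA helicase of ribosome synthesis, rose by 1.40 with it (SE 0.17).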

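YLR460C, which resembles quinone oxidoreductases, rose by 3.01 on the log2 scale with the extracts (SE 0.26, Bonferroni-adjusted p = 9.78e-06), and its homolog YCR102C rose by 2.76 (SE 0.27). DHR2 rose by 1.60 (SE 0.16) and GFD2 by 1.38 (SE 0.10). Among the genes that fell, YEL073C fell by 3.01 (SE 0.12, Bonferroni-adjusted p = 6.66e-11), the hexose transporter gene HXT5 by 2.64 (SE 0.30), SPG4, which is needed for survival in stationary phase, by 2.32 (SE 0.28), and the transketolase gene TKL2 by 2.19 (SE 0.30). SPO11 fell by 1.91 (SE 0.12). In each of these genes, all 12 extract arrays lay on one side of all 4 control arrays. In the contrast of 12 extract arrays with 4 control arrays, 218 of 5763 probe sets passed the Bonferroni threshold in limma, 132 higher and 86 lower, of which 22 and 37 changed more than 2-fold. For 128 of the higher and 81 of the lower probe sets, every extract array lay on one side of every control array. In the separate contrasts of the 3 groups with control, 53 probe sets passed the threshold in all 3, and 52 of these were among the 218. Within batch 2, which holds 2 control arrays, 71 probe sets passed, and with batch as a block 218. YCR102C, HXT5 and TKL2 did not pass within batch 2, nor did TKL2 without control 1 or 4 (Bonferroni-adjusted p = 0.101 and 0.0913). The count was 116 without the second and 140 without the third control array, and 75 without the control and China #8 arrays of batch 2, a setting chosen after the values were seen that leaves only control arrays of batch 1.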

Figure 7A shows a heatmap of 221 genes with significant changes in their expression levels compared to control in all 3 phytogeographical *E. arvense* groups that were identified by PCA. The *E. arvense* extracts elicited changes in the expression of genes involved in mRNA translation, drug transport, metabolism of energy reserves, phospholipid metabolism, and the cellular stress response.

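Of 79 probe sets of ribosome biogenesis, 48 were higher (53 when adjusted over the list alone) with a median log2 fold change of 0.56, such as the helicase HAS1, at 1.02 (SE 0.15), and UTP18, of the small subunit processome, at 0.95 (SE 0.13). Among 147 probe sets of cytoplasmic ribosomal proteins, 16 were higher (12 when adjusted over the list alone), with a median of 0.05, and among 35 of translation factors 9 were higher (9 when adjusted over the list alone), such as the 60S factor TIF6 at 0.39 (SE 0.09). Of 66 probe sets of mitochondrial ribosomal proteins, 25 were lower (27 when adjusted over the list alone), such as MRPL50 at -0.72 (SE 0.14). Of 32 probe sets of drug transport, 10 were higher (12 when adjusted over the list alone). RSB1, which encodes a protein of sphingoid base resistance, rose by 2.37 (SE 0.39), and the transporter genes SNQ2, PDR15 and TPO1 rose by 1.60 (SE 0.23), 1.14 (SE 0.16) and 1.13 (SE 0.11). Of 24 probe sets of glycogen and trehalose metabolism, 18 were lower and 1 was higher (18 and 1 when adjusted over the list alone). They included GAC1 and GIP2, regulatory subunits of the phosphatase that acts on glycogen synthase, which fell by 1.79 (SE 0.43) and 1.58 (SE 0.30), and the glycogen phosphorylase GPH1, which fell by 1.41 (SE 0.30). Of 45 probe sets of the general stress response, 24 were lower and 2 were higher (28 and 2 when adjusted over the list alone), such as SIP18, which fell by 2.06 (SE 0.52), GRE1 by 1.91 (SE 0.37) and the heat shock protein gene SSA4 by 1.66 (SE 0.23). Single genes were called at a Benjamini-Hochberg adjusted p under 0.05 from limma, over 12 extract and 4 control arrays. By camera, which compares a list with all other genes at a preset correlation of 0.01, the adjusted p was 2.98e-14 for ribosome biogenesis, 0.00181 for ribosomal proteins, 0.00210 for translation factors, 1.73e-07 for mitochondrial ribosomal proteins, 0.00967 for drug transport, 2.40e-06 for energy reserves and 2.49e-07 for stress. In the same order, the adjusted p = 0.529, 0.721, 0.529, 0.455, 0.455, 0.455 and 0.390 with an estimated correlation. The study named these themes from the same arrays, so the lists are not independent evidence of their direction. Within batch 2 the adjusted p of camera was 0.139 for ribosomal proteins and 0.236 for translation factors. The list median of ribosome biogenesis differed between the control arrays of the 2 batches. Relative to the control mean, it was -0.47 and -0.12 on those of batch 1 and 0.32 and 0.26 on those of batch 2. The 12 extract arrays lay between 0.24 and 1.00, so they overlapped with the control arrays of batch 2. Without the first control array it was 0.0808 for ribosomal proteins, and with dim probe sets left out 0.0835 for drug transport.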

**Figure 7:**
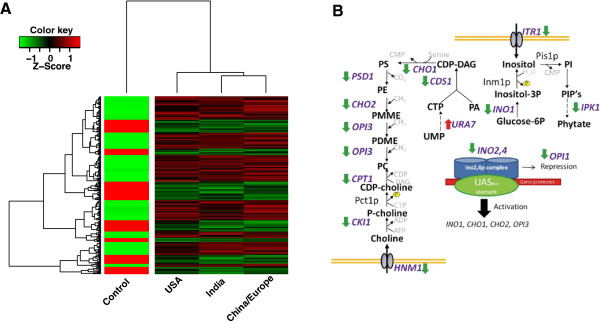
***S. cerevisiae *genes affected by treatment with *E. arvense *extracts. (A)** A heat map of 221 genes that were significantly different (p < 0.05 after Bonferroni correction) in a contrast between control (*n* = 4) and all other *E. arvense* arrays (*n* = 12). Samples were averaged to yield 3 groups according to the clustering in Figure 6A. Genes were clustered to highlight similarities between the different samples on the one hand and differences relative to control on the other hand*.* The expression levels are scaled to the row mean. The color key relates the heat map colors to the standard score (z-score), i.e. the deviation from row mean in units of standard deviations. **(B)** Schematic representation of pathway analysis of exemplary *S. cerevisiae* genes regulated by treatment with *E. arvense* extracts. Green arrows label downregulated genes and red arrows upregulated genes. The pathway enzymes differentially expressed were IPK1, inositol polyphosphate kinase; INO1, inositol-1 phosphate synthase; CDS1, phosphatidate cytidyltransferase; CHO1, phosphatidylserine synthase; PSD1, phosphatidylserine decarboxylases; CHO2, phosphatidylethanolamine N-methyltransferase; OPI3, Phospholipid N-methyltransferase, CPT1, cholinephosphotransferase; CKI1, choline kinase and URA7, CTP synthase. The important metabolites throughout this pathway are phosphatidate (PA), uridine monophosphate (UMP), cytidine triphosphate (CTP), cytidine diphosphate - diacylglycerol (CDP-DAG), inositol, inositol-3 phosphate (inositol-3P), glucose-6 phosphate (glucose-6P), phosphatidylinositol (PI), phosphatidyl inositol phosphates (PIP’s), phytate, phosphatidylserine (PS), phosphatidylethanolamine (PE), phosphatidylmonomethyl-ethanolamine (PMME), phosphatidyldimethylethanolamine (PDME), phosphatidylcholine (PC), cytidine diphosphate -choline (CDP-choline), phosphate choline (P-choline) and choline. The important cell membrane and cell wall (yellow bars) transporters in this pathway are the myo-inositol (ITR1) and choline/ethanolamine transporters (HNM1). Inset; an inositol and choline mediated regulation of INO2, INO4 and OPI1 genes; the products of which form a heterodimer that binds to an upstream activating site to regulate the transcription of the INO1, CHO1, CHO2 and OPI3 genes [61].

Pathway analysis revealed that the pathways producing the major yeast phospholipids, phosphatidylserine (PS), phosphatidylethanolamine (PE), phosphatidylcholine (PC) and phosphatidylinositol (PI) were globally repressed upon exposure of yeast to *E. arvense* extracts independent of their phytochemical/phytogeographical grouping (Figure 7B). All of these phospholipids are synthesized through biological pathways after the transportation of choline and inositol into the yeast cell. 

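All 14 genes of the phospholipid pathway and its regulators that Fig. 7B shows as repressed had lower mean expression with every one of the 6 extracts than in the control. In the contrast of 12 extract arrays with 4 control arrays, 13 of the 14 fell at a Bonferroni-corrected p under 0.05 (14 when adjusted over the list alone by Benjamini-Hochberg), with a median log2 fold change of -1.08. INO2 was the exception. With single extracts, 14 of the 14 were lower for USA #2 and USA #7 and 13 for each of the others (adjusted p under 0.05 from limma), and the median log2 fold changes lay between -1.23 for USA #6 and -1.02 for Europe #11. IPK1, which makes phytate, fell by 0.64 (SE 0.09, Bonferroni-adjusted p = 0.0103). URA7, the CTP synthase, was the one gene of the scheme that rose, by 0.85 (SE 0.13, Bonferroni-adjusted p = 0.0299). The size of the fall differed among the 6 extracts for INO1, CHO2, OPI3, CPT1, HNM1 and INO2 by the F-test in limma, with adjusted p of 0.0187, 0.00918, 0.0359, 0.0324, 0.0285 and 0.0271. By camera, the 14 genes lay below all other genes with an adjusted p of 2.58e-17, and adjusted p = 1.24e-04 with an estimated correlation. The study chose this list on the same arrays, so the test is not independent evidence of its direction. Of 21 other probe sets of phospholipid metabolism, 4 were higher and 5 were lower (4 and 6 when adjusted over the list alone), and the list did not pass camera (adjusted p = 0.483, and adjusted p = 0.777 with an estimated correlation). Within batch 2 the median was -0.93, with all 14 genes lower at a Benjamini-Hochberg adjusted p under 0.05 and 8 at a Bonferroni-corrected one. Within batch 1, with 2 China #8 and 2 control arrays, it was -1.15, and 12 were lower by Benjamini-Hochberg. IPK1 lost its Bonferroni call within batch 2 (Bonferroni-adjusted p = 0.126) and without control 2, 3 or 4 (0.133, 0.0619 and 0.130), and within batch 2 URA7 stood at 0.53 (Benjamini-Hochberg adjusted p = 0.0103). The Bonferroni call of URA7 was lost within batch 2, with batch as a block (Bonferroni-adjusted p = 0.0933), with the replicate number as a block, with quantile normalization again (0.0542), and without control 1 (0.257), control 2 (0.288), USA #2 array 2 (0.0645), USA #7 array 1 (0.0542), China #8 array 3 or 4 (0.0570 and 0.0659), Europe #11 array 2 (0.0695) or India #13 array 2 (0.0689).

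**Figure D1:**
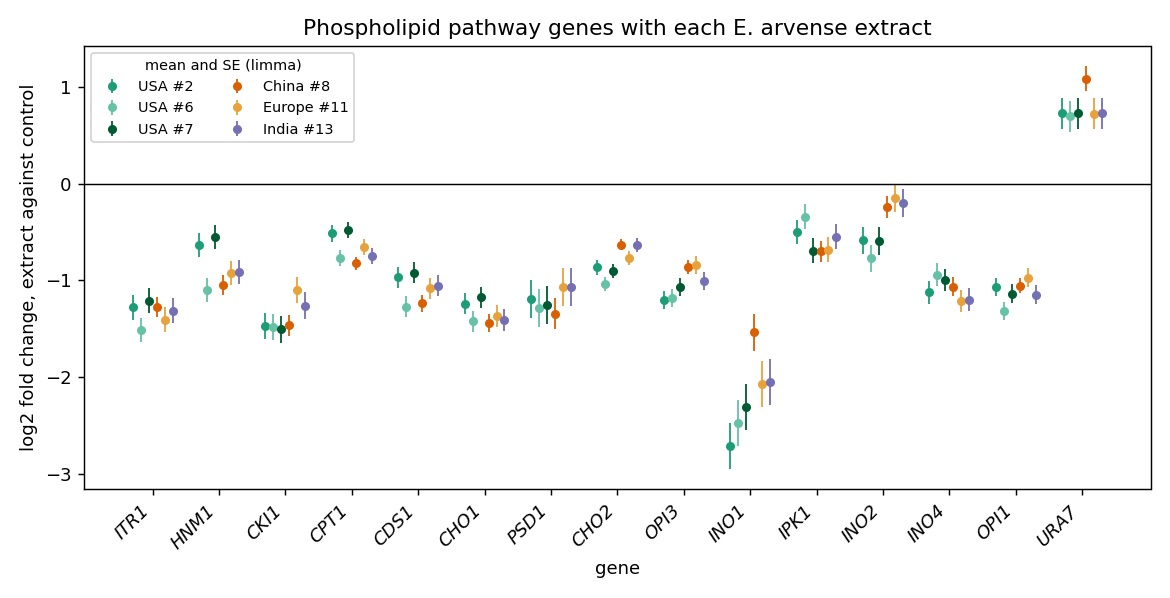
Log2 fold changes against control of the 14 phospholipid genes and of URA7 with each of the 6 extracts, 1 point per gene and extract, with the SE of the linear model as error bars. The 14 genes lie below 0 with every extract, from -2.72 for INO1 with USA #2 to -0.15 for INO2 with Europe #11, and URA7 lies above 0.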

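ITR1, the main transporter of myo-inositol, had a log2 signal of 13.24 ± 0.14 (SD, n = 4) in the control and 11.95 ± 0.15 (SD, n = 12) with the extracts. It fell by 1.29 (SE 0.09, Bonferroni-adjusted p = 1.63e-07 from limma), which is 2.45-fold, and by 1.21 to 1.52 with the single extracts. HNM1, which takes up choline, stood at 12.15 ± 0.14 (SD, n = 4) and 11.30 ± 0.24 (SD, n = 12) and fell by 0.85 (SE 0.12, Bonferroni-adjusted p = 0.0123), which is 1.81-fold. Its fall was largest with USA #6 (1.10) and smallest with USA #7 (0.55). The Bonferroni call of HNM1 was lost within batch 2 (Bonferroni-adjusted p = 1), without control 1, 2 or 3 (0.123, 0.150 and 0.0600), and with the replicate number as a block.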

The genes that encode the transporters of choline (*HNM1*) and inositol (*ITR1*) were both downregulated in the presence of *E. arvense* extracts. Once inside the cell, the proteins that convert choline into PC were downregulated (*CKI1* and *CPT1*). 

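CKI1, the choline kinase, had a log2 signal of 9.45 ± 0.21 (SD, n = 4) in the control and 8.07 ± 0.20 (SD, n = 12) with the extracts. It fell by 1.38 (SE 0.11, Bonferroni-adjusted p = 4.10e-06 from limma), which is 2.60-fold. CPT1, the cholinephosphotransferase of the last step to PC, stood at 12.11 ± 0.12 (SD, n = 4) and 11.44 ± 0.16 (SD, n = 12). It fell by 0.67 (SE 0.09, Bonferroni-adjusted p = 0.00340), which is 1.60-fold. With the single extracts, CKI1 fell by 1.10 to 1.51 and CPT1 by 0.48 to 0.82. CPT1 did not pass the Bonferroni threshold within batch 2 (log2 fold change -0.57, Bonferroni-adjusted p = 1).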

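CHO1, the phosphatidylserine synthase, fell from a log2 signal of 12.59 ± 0.10 (SD, n = 4) in the control to 11.24 ± 0.15 (SD, n = 12) with the extracts. This is a log2 fold change of -1.35 (SE 0.09, Bonferroni-adjusted p = 9.05e-08 from limma), or 2.54-fold. PSD1, the mitochondrial phosphatidylserine decarboxylase, stood at 10.83 ± 0.44 (SD, n = 4) and 9.62 ± 0.15 (SD, n = 12) and fell by 1.21 (SE 0.13), which is 2.32-fold. CDS1, which makes CDP-diacylglycerol, stood at 11.63 ± 0.19 (SD, n = 4) and 10.55 ± 0.14 (SD, n = 12) and fell by 1.08 (SE 0.09), which is 2.12-fold. Of the methyltransferase genes of the way from PE to PC, OPI3 stood at 13.43 ± 0.09 (SD, n = 4) and 12.46 ± 0.16 (SD, n = 12), and CHO2 at 13.01 ± 0.04 (SD, n = 4) and 12.27 ± 0.13 (SD, n = 12), so that they fell by 0.97 (SE 0.09) and 0.74 (SE 0.07), which is 1.96-fold and 1.67-fold. The Bonferroni p was 4.26e-04 for PSD1, 5.74e-06 for CDS1, 2.31e-05 for OPI3 and 1.07e-04 for CHO2. CHO2 did not pass within batch 2, where its Bonferroni p was 0.102.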

The genes that produce PS, PE and PC from cytidine triphosphate (CTP) and phosphatidic acid (PA) were downregulated (*CDS1, CHO1, PSD1, CHO2* and *OPI3*). In the inositol pathway, the gene responsible for the first step in the production of inositol from glucose-6 phosphate (*INO1*) was also downregulated. This global repression of the phospholipid synthetic genes was probably the result of the downregulation of the *INO2* and *INO4* genes (Figure 7B, inset). 

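INO1 had the largest change of the 14 genes, from a log2 signal of 10.41 ± 0.54 (SD, n = 4) in the control to 8.37 ± 0.45 (SD, n = 12) with the extracts. It fell by 2.04 (SE 0.25, Bonferroni-adjusted p = 0.00170 from limma), which is 4.11-fold. With the single extracts, INO1 fell by 2.72 with USA #2, 2.48 with USA #6, 2.31 with USA #7, 2.07 with Europe #11, 2.06 with India #13 and 1.54 with China #8, with an SE of 0.19 for China #8 and of 0.24 for the others. Within batch 2 INO1 stood at a log2 fold change of -1.71 and did not pass the Bonferroni threshold (Bonferroni-adjusted p = 0.151).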

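INO4 had a log2 signal of 8.85 ± 0.15 (SD, n = 4) in the control and 7.74 ± 0.14 (SD, n = 12) with the extracts. It fell by 1.11 (SE 0.08, Bonferroni-adjusted p = 1.35e-06 from limma), which is 2.16-fold, and by 0.94 to 1.21 with the single extracts. INO2 stood at 7.12 ± 0.26 (SD, n = 4) and 6.78 ± 0.22 (SD, n = 12). Its log2 fold change of -0.33 (SE 0.13) did not pass either adjustment over all probe sets (Bonferroni-adjusted p = 1, Benjamini-Hochberg adjusted p = 0.0530), and passed when adjusted over the list alone. With single extracts, INO2 was lower for USA #2 (-0.59, adjusted p = 0.0125), USA #6 (-0.77, adjusted p = 0.00415) and USA #7 (-0.59, adjusted p = 0.00536), while for China #8, Europe #11 and India #13 it stood at -0.24, -0.15 and -0.20 and did not pass the test. Within batch 2 the log2 fold change of INO2 was -0.54 (Benjamini-Hochberg adjusted p = 0.0410), and within batch 1 it was -0.05 (adjusted p = 0.780).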

The proteins from these genes form a complex that has been shown to activate the expression of the *INO1*, *CHO1*, *CHO2* and *OPI3* genes [61]. Therefore, the absence of these proteins would result in decreased activation due to less binding to the conserved *cis*-acting UAS_*INO*_ element contained in their promoters. 

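OPI1, the repressor of genes with the inositol-sensitive element UAS-INO, had a log2 signal of 10.02 ± 0.12 (SD, n = 4) in the control and 8.95 ± 0.10 (SD, n = 12) with the extracts. It fell by 1.07 (SE 0.07, Bonferroni-adjusted p = 9.13e-08 from limma), which is 2.10-fold. With single extracts the fall lay between 0.97 for Europe #11 and 1.32 for USA #6.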

Repression of the *OPI1* gene is counter-intuitive to this theory since its role in the repression of the *INO2* and *INO4* genes would have thought it to be upregulated. However, White and colleagues [62] have shown that this action by the Opi1 protein is not brought about by the amount of protein but the activation of the protein itself.

The phospholipid precursors, inositol and choline have been shown to regulate the activity of a number of key enzymes within the yeast phospholipid biosynthetic pathway [63]. To investigate whether the *E. arvense* extracts contained inositol and choline, extracts from each area were analysed. A significant amount of inositol and choline was found to be present in all the *E. arvense* extract samples. For all samples the choline concentrations were similar, whereas, there was a large difference between the inositol concentrations (Table 2). Even though this difference was over 250-fold, the value of the lowest concentration of inositol was still higher than the concentration reported by Hirsch and Henry [64] that had an effect on yeast gene expression. These authors found that 75 μM (14 μg/mL) of inositol completely repressed the expression of the phospholipid synthesizing genes *INO1, CHO1, CHO2* and *OPI3.* The lowest concentration of inositol in our samples was 86 μM (Table 2). Thus, it is likely that the observed repression of genes in the phospholipid pathways in our experiments may have been due to the presence of high levels of inositol in the *E. arvense* extracts.

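The paper's inositol concentrations in Table 2 are 549.57 μg/mL for USA #2, 189.25 for India #13, 108.32 for China #8, 69.75 for USA #6, 25.67 for USA #7 and 15.57 for Europe #11. INO1 fell with all 6 of these extracts, including the one with the least inositol. Across the 6 extract means, the level of INO1 had a Pearson's r of -0.268 with the log10 of the inositol concentration (exact permutation test over 720 pairings, two-sided, p = 0.626, adjusted p = 0.778 over 6 relations) and a Spearman's rho of -0.143 (p = 0.803, adjusted p = 0.803, same exact test). Without USA #2 and Europe #11, the extracts farthest from the median concentration, r was 0.484. Within batch 2, r was -0.282. The mean of the 14 phospholipid genes had an r of -0.217 (p = 0.688, adjusted p = 0.778) and a rho of -0.314 (p = 0.564, adjusted p = 0.803) by the same exact permutation test. The relations to choline among the 6 did not pass either, such as a rho of -0.714 for the mean of the 14 genes (p = 0.136, adjusted p = 0.803, same exact test). No relation to inositol was thus detectable over these 6 extracts, and 6 points can show only a strong one. The phospholipid genes were lower with all extracts, and all inositol concentrations were above one reported to repress INO1, CHO1, CHO2 and OPI3 completely. From this the paper proposes inositol in the extracts as the reason for the repression. Where even the lowest concentration represses fully, no relation across extracts would be seen, so this test cannot bear on that proposal.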

**Table 2:** Concentrations of inositol and choline in *E. arvense *samples* and concentration of inositol and choline^**+**^** added to yeast experimental treatments**

**Sample**	*Inositol mg/g	^**+**^**Inositol μg/mL**	*Choline mg/g	^**+**^**Choline μg/mL**
USA #2	219.83	549.57	13.22	33.05
USA #6	27.90	69.75	13.71	34.27
USA #7	10.27	25.67	7.69	19.22
CHINA #8	43.33	108.32	13.17	32.92
EUROPE #11	6.23	15.57	9.69	24.22
INDIA #13	75.70	189.25	5.17	12.92

To begin to identify extract specific changes in gene expression, we investigated which probes were selectively affected by the USA extracts. To this end, we performed an analysis using a linear model contrasting the control vs. USA and control vs. European/China samples. This analysis generated 2 data sets containing 150 probes in the Control-USA contrast, and 230 probes in the Control vs. Europe/China (*p* < 0.05 after Bonferroni correction). 

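YEL073C fell by 2.90 on the log2 scale with the USA extracts (SE 0.15) and fell by 3.07 with China/Europe (SE 0.14). The quinone oxidoreductase-like gene YLR460C rose by 3.42 (SE 0.25) and by 2.94 (SE 0.23), and DHR2 rose by 1.37 (SE 0.17) and by 1.76 (SE 0.15). In limma, 170 probe sets passed the Bonferroni threshold in the contrast of the USA extracts with control (4 arrays each), 112 higher and 58 lower. For China/Europe (6 arrays) 274 passed, 159 higher and 115 lower. The lists shared 89 probe sets, all with the same direction, and 185 were in the China/Europe list alone. Both contrasts use the same 4 control arrays, which makes their fold changes alike even with no effect. The correlation of the fold changes across genes, which are not independent replicates, was 0.709, against a mean of 0.553 and a highest value of 0.598 in 20 simulated data sets without any effect. The covariance was 0.122 against 0.00993 simulated, a difference of 0.112. The sign was the same for 69.9% of the probe sets, against 68.2% simulated. The overlap of 89 compares with 4.25 for independent lists of these sizes. The simulated data hold no effect and gave an overlap of 0 in limma for that reason, so they say nothing on how far shared controls add to this overlap. With a different pair of control arrays for each contrast, over 6 such assignments, the overlap was 33 to 41, the correlation 0.374 to 0.700 and the covariance 0.0802 to 0.121. A pair in place of all 4 control arrays can by itself shorten both lists. The fall from 89 is thus no measure of the part due to shared controls. Within batch 2 the counts were 90 for USA and 64 for China/Europe, and with batch as a block 205 and 279. The USA count was 105 and 110 without the third and the fourth control array, 106 without the second USA #2 array, and 85 and 84 without the first and the second USA #7 array. The China/Europe count was 149 without the second control array and 180 without the first China #8 array. Without the control and China #8 arrays of batch 2, a setting chosen after the values were seen that leaves only control arrays of batch 1, the counts were 57 and 113.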

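Of the 170 probe sets of the USA contrast, 81 were not in the list of the China/Europe contrast, 63 higher and 18 lower with the USA extracts. The caption of Fig. 8 instead describes genes not in the contrast of control with all other samples, and 66 of the 170 were not in that list. The 81 follow the wording of the paper's text. Those with the smallest p included ARG7, of arginine synthesis, which rose by 0.81 on the log2 scale with USA (SE 0.09, Bonferroni-adjusted p = 7.59e-04 from limma) and had a log2 fold change of 0.43 with China/Europe (Bonferroni-adjusted p = 0.408). CFD1, of iron-sulfur cluster assembly, rose by 0.74 (SE 0.08), the peroxidase gene GPX2 rose by 0.76 (SE 0.09), and the clathrin heavy chain gene CHC1 fell by 0.80 (SE 0.10) with USA. MET6, the methionine synthase, fell by 0.66 (SE 0.08). All 81 had the same sign with China/Europe as with USA, and 63 had a Benjamini-Hochberg adjusted p under 0.05 there. In the direct contrast of USA with China/Europe in limma, 57 of the 81 differed (adjusted p under 0.05), among them ARG7 with a difference of 0.38 (adjusted p = 0.00339). Of all probe sets, 34.3% differed in that contrast. The 81 were picked on the same arrays for passing with USA and not with China/Europe. This choice itself favours such a difference, so the count is no separate evidence. Being in one list only is no test of a difference. Within batch 2, 51 probe sets were in the USA list only, and ARG7, CFD1 and MET6 did not pass the Bonferroni threshold of the USA contrast. The count was 52, 37 and 37 without control 1, 3 or 4, 47 without the second USA #2 array, 23 without either USA #7 array, and 15 without the control and China #8 arrays of batch 2, a setting chosen after the values were seen that leaves only control arrays of batch 1.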

We then selected the probes that were contained only in the USA list (*n* = 55) and calculated the mean of their expression values in the control, China/Europe, India and USA sets of microarrays. Figure 8 shows the heatmap and hierarchal clustering of the results of this analysis. The map reveals the group specific differences between the samples. 

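Between the USA and the China/Europe extracts, AZR1 was higher with USA by 2.89 on the log2 scale (SE 0.76, adjusted p = 0.0103), CIS1 by 1.93 (SE 0.46) and IZH4, of a family linked to zinc homeostasis, by 1.60 (SE 0.33). OYE3, an NADPH oxidoreductase of the old yellow enzyme family, was higher by 1.44 (SE 0.35), the acetyl-CoA synthetase gene ACS1 by 0.95 (SE 0.17) and the transcription factor gene YRR1, a regulator of drug resistance genes, by 0.95 (SE 0.20). PRM7 was lower with USA by both of its probe sets, at log2 differences of -2.41 (SE 0.51) and -2.26 (SE 0.55). RGM1 was lower by a difference of -0.96 (SE 0.12). Over 4 USA and 6 China/Europe arrays, 1974 of 5763 probe sets differed (adjusted p under 0.05 from limma), 992 higher and 982 lower with USA, of which 14 differed more than 2-fold. Each side holds only 2 extracts, and the test measures the spread between arrays. A difference between single extracts thus counts here as well, and nothing follows for other extracts of these origins. Of 79 probe sets of ribosome biogenesis, 27 were lower with USA (camera adjusted p = 1.02e-07, and adjusted p = 0.927 with an estimated correlation), and of 66 of mitochondrial ribosomal proteins, 27 were higher and 3 lower (camera adjusted p = 0.00294, and adjusted p = 0.927 with an estimated correlation). Of the 4 extracts in this contrast, both lists stood farthest from control with China #8, which gives 4 of the 6 China/Europe arrays, 2 of them among those with the deviating 18S rRNA. Against control, the median log2 fold change of ribosome biogenesis was 0.89 with China #8, 0.41 with Europe #11, 0.34 with USA #2 and 0.36 with USA #7, and that of mitochondrial ribosomal proteins -0.43, -0.21, -0.13 and -0.18. With batch as a block, 2205 probe sets differed. Without the first USA #7 array, 1144 did, and AZR1 did not pass. Against control, AZR1 rose far more with USA #7 than with USA #2, where its rise lay near that with China #8. CIS1 also rose more with USA #7 than with USA #2, so these differences do not hold alike for both USA extracts.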

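The 81 probe sets of the USA list only included 7 of the 142 of amino acid and nitrogen metabolism, ARG2, ARG7, ARG8, ORT1, MET6, SAM4 and TAT1, against 2.00 expected (Fisher's exact test, one-sided, p = 0.00361). Most of these are of arginine synthesis, with ORT1, the mitochondrial ornithine transporter, while MET6 and SAM4 are of methionine metabolism and TAT1 is an amino acid permease. Of the 14 probe sets of the arginine list, 4 were among the 81 (Fisher's exact test, p = 3.26e-05, adjusted p = 0.00111 over 34 lists). In the direct contrast of USA with China/Europe, 5 of these 14 were higher with USA and the list did not pass camera (adjusted p = 0.106, and adjusted p = 0.927 with an estimated correlation). Of the 7 genes, ARG8 and TAT1 did not pass the test of that difference (adjusted p = 0.230 and 0.381 from limma). Of the 81, 77 had a gene name, 11 of these a systematic name only, and 4 had none. The lists were written for these themes, which the study had named from the same arrays. The gene symbols printed in Fig. 8 had also been seen by then, so the lists are not independent evidence.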

Preliminary pathway analysis of the data indicated that several of the identified genes are involved in amino acid metabolism and metabolism of nitrogen containing compounds but the group also contains several genes with as yet unidentified function. A detailed analysis along the lines illustrated by this example is in progress.

**Figure 8:**
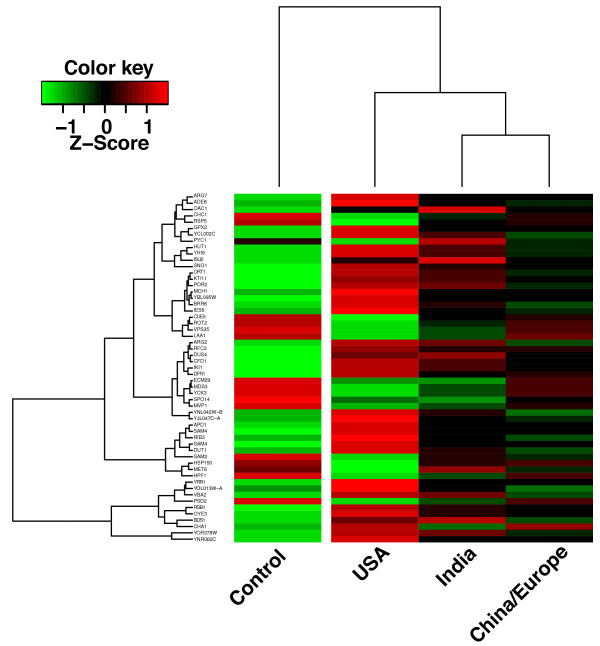
**An example of extract specific changes in gene expression.** A heat map of expression values of 55 significantly regulated genes (p < 0.05 after Bonferroni correction) in a contrast between control (*n* = 4) and the USA samples (*n* = 4) but not in the contrast between control (*n* = 4) and all other *Equisetum* samples (*n* = 12). Samples were averaged to yield 3 groups according to the clustering in Figure 6A. The expression values (log2 transformed) were scaled to the row mean. The color key relates the heat map colors to the standard score (z-score), i.e. the deviation from row mean in units of standard deviations above or below the mean. The gene symbols or (for transcripts without gene symbol) Ensembl identifiers [65] are listed.

## Discussion

Using simple and hyphenated chromatography techniques we characterized extracts of *E. arvense* originating from America, China, Europe and India and found that they exhibited qualitative and quantitative differences in their phytochemical composition but similar antioxidant capacity. PCA combined with *k*-NN of the chromatographic data indicated that the phytochemical differences divided the extracts into three groups correlated with their phytogeographical origin from America, China/Europe or India. 

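The 6 extract means, compared without any control array, lay closest together for USA #2 and USA #7, with a distance of 0.00551 (1 minus Spearman correlation), followed by Europe #11 and India #13 at 0.00885. USA #7 and China #8 lay farthest apart, at 0.0262. The mean distance between extracts of different origin groups exceeded that within groups by 0.00317. Of the 60 ways to assign 6 extracts to groups of 3, 2 and 1, 12 gave a difference at least as large (exact permutation test, one-sided, p = 0.200). With USA #6 left out, 4 of 30 assignments did (exact permutation test, one-sided, p = 0.133). In that setting the USA and China/Europe groups are of equal size, and exchanging their labels leaves the difference the same. No share under 0.05 could thus be reached, and that setting decides nothing. Extracts are the replicates here, and the group of India holds 1. YLL056C rose by 4.02 with USA #7 (SE 0.17) and by 1.20 with China #8 (SE 0.14), and these 2 extracts were not tested against each other alone.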

Supporting our hypothesis, analysis of whole genome microarray data with PCA and *k*-NN showed that the observed phytochemical grouping of the extracts was reflected in changes in gene expression in yeast exposed to the extracts, i.e. the *S. cerevisiae* transcriptome mirrored the phytochemical data. Importantly, PCA of the chromatographic and gene expression data is an unsupervised classification method that did not require the setting of more or less arbitrary thresholds (such “fold-increase or -decrease in gene expression) and does not discriminate between data points. In addition, the loadings plot can be used to pinpoint phytochemical peaks and genes that contributed to the differences between the groups. *k*-NN clustering analysis can be used to confirm quantitatively grouping of the extracts.

Statistical analysis of the gene expression data using a linear model revealed that the expression of 221 genes changed significantly upon exposure of *S. cerevisiae* to *E. arvense* extracts. Performing pathway analysis with these genes showed that the pathways producing the major *S. cerevisiae* phospholipids were globally repressed by all tested extracts independent of their phytochemical/phytogeographical grouping. This observation prompted us to quantify the inositol and choline content of the extracts, two essential components of the major yeast phospholipids. The data revealed that all extracts contained saturating amounts of these two essential nutrients.

Inositol and choline containing phospholipids play an important role in a large number of cellular processes in health and disease. Inositol is necessary for the synthesis of phosphoinositides, which function as lipid second messengers implicated in signal transduction and membrane trafficking [66]. Inositol has also been reported to be critical for the growth of keratinocytes [67] consistent with the use of *E. arvense* for the health of skin, hair and nails. Dietary administration of inositol has been claimed to have chemopreventive effects in rats [68]. Choline is not only required for the synthesis of phosphatidylcholine, lysophosphatidylcholine, choline plasmalogen, and sphingomyelin, which are essential components for all membranes, it is also a major dietary source of methyl groups (via the synthesis of S-adenosylmethionine) for methylation reactions that play major roles in lipid biosynthesis, the regulation of metabolic pathways, and detoxification [69]. While humans can produce inositol, choline is an essential nutrient. Yet the mean intake of choline for most people is far below the adequate intake [69]. The high choline content of the *E. arvense* extracts (more then twice the content in egg yolks, the most concentrated source of choline in the American diet [69]) is thus significant and supplementation of the diet with *E. arvense* might provide some general health benefits.

It is interesting to note that previous phytochemical studies of *Equisetum* mostly focused their general antioxidant properties and on phenolic compounds, sterols and the silica content of the herb [33,34,37,43,44,70-76]. To the best of our knowledge, the role of inositol and choline in relation to the beneficial effects of *E. arvense* has not been investigated previously. Our results immediately suggest further experiments. For example, it will be interesting to investigate whether exposure of yeast to saturating concentrations of choline and inositol alone will elicit similar changes in the expression of genes in the phospholipid synthesis pathway as observed in the present study. Exposure of yeast to the *E. arvense* extract fraction without inositol and choline will be an interesting complementary experiment.

Transcriptomic studies have previously been conducted both for the discovery of molecular effects of herbal medicines as well as quality control purposes [26,77-80]. In two previous studies, investigators combined phytochemical characterization of complex extracts from multiple herbs and microarray studies for what they called “bio-response fingerprinting” [26,80]. The purpose of the present study was diametrically opposite to that of the previous work. For example, Tilton and colleagues combined chemical fingerprinting, differential cellular gene expression and animal pharmacology studies followed by statistical pattern comparison to determine the similarity of the chemical and bio-response fingerprints among different manufactured batches of a multi herb preparation. These authors used the cellular assay as a “biological detector and the resulting genomic differential display profile after exposure to the botanical extract … (as) a sensitive and global biological metric …(to) validate batch *similarity* …” [26] (emphasis in italics is ours). Our aim, in contrast, was to test the hypothesis that the *S. cerevisiae* transcriptome might be used as an indicator of phytochemical variation of herbal extracts. Our data demonstrate that changes in the *S. cerevisiae* transcriptome reflected the phytochemical variation in complex extracts made from a single plant species. Thus, the yeast transcriptome can be used as a diagnostic tool for the classification of complex extracts even so the overwhelming majority of the genes did not show significant changes. While the diagnostic signals were relatively weak, they were picked out clearly by the PCA and cluster analyses. The functional significance of the observed changes for yeast remains to be established in future work.

## Conclusion

Together, the results of our study serve as a proof (or better demonstration) of principle and encourage further development of transcriptomic assays for the characterization of the biological effects of phytochemical variation of complex herbal extracts. Yeast transcriptomics may also be useful for testing of mixtures of conventional drugs (“polypills”) to discover novel antagonistic or synergistic effects of those drug combinations. Furthermore, it will be interesting whether or not observed changes in the transcriptome will be reflected at the proteome, interactome and metabolome [81-83]. Yeast is uniquely well positioned to serve as a model system for all types of “omics” studies.

We believe that the data presented here justify further exploration of this and similar (e.g. mammalian cell–based) systems of increasing yet manageable complexity useful for the development and testing of network and systems-based pharmacological therapies. In particular, the availability of yeast deletion and overexpression libraries offers the opportunity to study systematically the interaction between complex mixtures of small molecules and different genomes. The unparalleled progress in our understanding of the molecular basis of life especially in the second half of the 20^th^ century was driven by reductionism. There is an increasing number of scientists, however, who feel that complex systems may never be completely understood from the bottom up alone, especially in biological systems, and therefore advocate holism [84,85]. Obviously, single celled organisms such as *S. cerevisiae* cannot replace studies in multicellular organism but they can be used to discover molecular markers for monitoring in animal and human studies and are thus a first (“reductionist”) step towards holism in pharmacological studies of complex mixtures of chemical compounds.

## Methods

### Sources of E. arvense

LIPA Pharmaceuticals Ltd (NSW, Australia) provided us with authenticated dried *E. arvense* herb and non-standardized water extracts (USA, *n* = 7, 4:1 extract ratio, dicalcium phosphate excipient; China, *n* = 3, 5:1 extract ratio, glucose excipient; Europe, *n* = 2, 5:1 extract ratio, lactose monohydrate excipient; and India, *n* = 1, 4:1 extract ratio, dicalcium phosphate excipient). The authenticity of the extracts was established by phytochemical comparison against reference extracts prepared from authenticated *E. arvense* herbs with the traceability documents provided by each manufacturer and if dried raw herbs were available by genomic authentication.

#### Sample preparation

We removed the excipient from the commercial extracts in order to minimize sample variability due to the type of excipient used and the extract-to-excipient ratio. We weighed 4 g of each commercial extract into a 250 mL conical flask and added 250 mL of 80% aqueous methanol. We sonicated the solutions at 40 kHz for 1 h with occasional stirring and centrifuged the mixture at 4000 *g* for 5 min to pellet the insoluble excipient. We filtered the supernatant though a 0.45 μm PVDF syringe filter to remove any remaining particulates. To reduce the solution to dryness we rotary evaporated at 60°C to remove the methanol and then removed the remaining water by freeze drying for 12 h. We stored the product at 4°C when not in use.

#### Genetic authentication of the E. arvense samples

We extracted the genomic DNA from the dried aerial part of the plant and purified it using a Qiagen DNeasy mini plant mini kit (Victoria, Australia) according to the manufacturer’s instructions except we used water instead of buffer AE. The loci we chose for genomic authentication were the chloroplast genes maturase K (*matK*) and ribulose-1,5-bisphosphate carboxylase/oxygenase large subunit (*rbcL*) as specified by the Consortium for the Barcode of Life (CBoL) [86]. For the PCR amplification of *matK*, we used the primers ATACCCCATTTTATTCATCC in the forward direction and TACTTTTATGTTTACGAGC in the reverse direction as recommended by the Royal Botanic Gardens, Kew [87]. For the PCR amplification of *rbcL* we used the primers ATGTCACCACAAACAGAGACTAAAGC in the forward direction and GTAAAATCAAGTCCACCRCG in the reverse direction as recommended by CBoL [86]. We used the iProof high-fidelity DNA polymerase PCR kit from Bio-Rad Laboratories Inc. (NSW, Australia) for PCR amplification as per the manufacturer’s instructions for a 50 μL reaction with 35 cycles. The temperature program: initial denaturation 98°C, 60 s; denaturation 98°C, 30 s; annealing 53°C, 40 s; extension 72°C, 40 s; final extension 72°C, 5 min. PCR products we purified using the Qiagen QIAquick PCR Purification Kit according to the manufacturer’s instructions except that water is used instead of buffer AE. We sent our PCR products to The Australian Genome Research Facility Ltd. (NSW, Australia) for sequencing. We processed our data using the online program Geneious™ (Biomatters, Auckland, NZ).

We were successful in using both the matK and rbcL loci to authenticate the representative China, Europe and India E. arvense samples. We found the matK locus was better at differentiating E. arvense from the other Equisetum species than rbcL, with a BLAST search of GenBank® yielding between 97.3 - 99.9% (India and Europe respectively) identical sites to the E. arvense database entries using the matK products compared to 98.9 - 100% (Europe and India respectively) for rbcL. Although the percentage match using rbcL is higher, the percentages are equally shared with other Equisetum species, for example India shared the 100% match with both E. fluviatile and E. diffusum. Numerous single nucleotide polymorphisms (SNPs) are present in the matK sequence for the India sample, including an insertion between 465–472 bp not present in any other GenBank® entries. Nucleotide alignments of the China 8, Europe 11 and India 13 matK sequences against other species in the GenBank® database we have presented in Additional file 2: Figure S2. The sequences can be accessed through from GenBank® with the accession numbers JX392862-JX392864.

#### Phytochemical profiling

##### High performance thin layer chromatography (HPTLC)

We used a CAMAG (Muttenz, Switzerland) HPTLC system equipped with a sample applicator and visualization chamber with Merck (Darmstadt, Germany) silica gel 60 F_254_ HPTLC plates (20 cm × 10 cm). Our HPTLC profiling method was from Wagner et al. [88] using a mobile phase of ethyl acetate : formic acid : glacial acetic acid : water (100:11:11:26 mL).

We prepared working solutions of each extract by dissolving 50 mg of the purified sample in 1 mL 80% methanol. We then placed the solutions to sonicate briefly to dissolve the extract and filtered them using a 0.45 μm PVDF syringe filter. We applied 2 μl per lane to the plate.

To visualize the flavonoid and phenyl carboxylic acid profile, we developed the plate in natural products; diphenylboric acid 2-aminoethyl ester and polyethylene glycol 4000 (PEG) reagent and viewed at 366 nm.

To visualize the chemicals that scavenge the 2,2-diphenyl-1-picryl hydrazyl (DPPH) free radical, we developed the plate in DPPH reagent (200 μg/mL in ethanol) and visualized under white light. Chemicals that scavenge the DPPH radical appeared yellow.

#### HPLC–PDA and HPLC-ESI-MS/MS

We used a Varian (California, USA) LC system equipped with a Prostar 430 autosampler, ProStar 335 photodiode array detector (PDA) and 1200 L quadrupole MS/MS detector. We used an Alltech (Queensland, Australia) Prevail C18 column (150 mm × 4.6 mm, 5 μm) with a Phenomenex (California, USA) Security C18 guard column (2 mm × 4 mm, 5 μm).

We prepared working solutions of each extract by dissolving 50 mg of the purified sample in 1 mL 80% methanol. We sonicated the solution briefly to dissolve the extract and then filtered using a 0.45 μm PVDF syringe filter.

We generated LC-PDA and LC-MS profiles using a 10 μL injection volume and a mobile phase flow rate of 1 mL/min and a mobile phase consisting of 0.1% aqueous formic acid (mobile phase A) and acetonitrile (mobile phase B). The mobile phase profile was 10% B for 10 min and a linear increase to 50% B between 10–63 min. We washed with 100% B for 10 min and equilibrated with starting mobile phase for 10 min between each analysis.

We split the post-column flow to send 80% to the PDA and 20% to the mass spectrometer (MS) and acquired PDA chromatograms at 280 nm. The MS was acquired in negative electrospray ionization ((−)ESI) mode, scanning between 70*–*700 *m/z* using a nebulization gas (nitrogen) temperature of 400°C at 19 psi, needle voltage −3900 V at 15 μA, shield voltage −400 V, capillary voltage −100 V, and MS detector at −1700 V.

We analyzed the inositol and choline contents of the extracts using LC-MS in the (−)ESI mode with a selective ion monitoring (SIM) mode at 179 *m/z* and 103 *m/z* for inositol and choline, respectively. We set the nitrogen pressure to 20 psi at 250°C. The needle, capillary and detector voltage were −4500 V, -45 V and −1700 V respectively. For quantification, we used commercial standards. The limit of detection (LOD) being 3 μg/mL for each compound (three times method standard deviation (SD) and the limit of quantification (LOQ) was 10 μg/mL (ten times method SD).

We determined the flavonoid content using LC-PDA at 284 nm and used quercetin (3–300 μg/mL) as our standard to construct a calibration curve to quantify the flavonoid peaks. The total flavonoid content was 5 to 10% (w/w).

#### HPLC–DPPH-PDA

We visualized the chromatographic peaks that scavenge the DPPH radial by introducing DPPH reagent (40 μg/mL in 60% A and 40% B) into the post-column eluent using a third pump (0.6 mL/min) and reacting the solution in a coil (5.0 m × 0.5 mm) based on the work by Bandoniene et al. [89]. The PDA detector acquired at both 280 nm to monitor the chromatogram and 515 nm to monitor the degradation of the DPPH radical.

#### Antioxidant assays

We used a method adapted from Blois et al. and Molyneux et al. [90,91] to estimate the DPPH radical scavenging capacity of the *E. arvense* extracts compared to a gallic acid standard. We prepared all reagents in 80% aqueous methanol and the gallic acid standard curve by diluting a gallic acid stock (3 mM) to form 0.3, 0.6, 0.9 and 1.5 mM working standards. Then we prepared the samples by dissolving 1 mg of the extract in 10 mL of 80% aqueous methanol. For the reagent blank we used 80% aqueous methanol. In triplicate, we pipetted 180 μL of the DPPH reagent (250 μM) into each microtitre plate well and then 20 μL of either working standard, sample or blank to make a total volume of 200 μL. To correct for sample absorbance (i.e. absorbance not due to DPPH), we prepared sample blanks in triplicate by adding 180 μL of 80% aqueous methanol to the well and 20 μL of sample. We vortexed the plate at 700 rpm for 30 min in the dark prior to measuring absorbance at 515 nm. The sample antioxidant scavenging capacity is reported as the gallic acid equivalent.

#### Oxygen radical absorbance capacity assay

We performed the oxygen radical absorbance capacity (ORAC) assay in order to measure the ability of the *E. arvense* extracts to protect fluorescein from degradation by peroxyl radicals using the method described in the BMG LABTECH application note 148 [92] using Trolox® as the reference standard. We prepared all reagents in pH 7.4 phosphate buffer (10 mM). To construct the Trolox® standard curve we diluted the Trolox® stock (200 μM) to 12.5, 25, 50 and 100 μM working standards. We prepared samples by dissolving 1 mg of extract in 10 mL of 80% aqueous methanol. We used aqueous methanol (80%) as the reagent blank. For analysis, we used 150 μL fluorescein (10 nM) and 25 μL of either Trolox® standard, sample or blank in each microtitre plate well which was then vortexed for 30 min at 37°C. Rapidly we added 25 μL of the radical generator 2,2’-azobis(2-amidinopropane)dihydrochloride (AAPH, 240 mM) to each well and measured the plate every 90 s (excitation 485 nm, emission 520 nm). We compared the area under the signal degradation curves of the samples to the Trolox® standard and the results were given as Trolox® equivalents.

#### Yeast transcriptomics

We used the BY4743 (*Saccharomyces cerevisiae*) yeast strain (*MATα/MATα his3*∆*1/his3*∆*1 leu2*∆*0/leu2*∆*0 met15*∆*0/MET15 LYS2/lys2*∆*0 ura3*∆*0/ura3*∆*0*) [93,94] for our experiments. We grew the yeast to log phase overnight at 30°C in minimal medium prepared the same as Bell et al. [95] except that 20 mg/mL uracil was added. We treated 25 mL of the log phase replicate cultures (OD_600_ between 0.5-1.0) with dried *E. arvense* extracts at a concentration of 2.5 mg/mL in the media for 20 min. We conducted preliminary experiments to determine the optimal dose of *E. arvense* extract required for a significant effect on yeast gene expression. We tested dosages of 0.01, 1.0, 2.5, 5.0 and 10 mg/mL in the media using China 8 extract as a representative sample. We also obtained a concurrent growth curve with each microarray experiment. We covered a range of CHINA-8 concentrations from 0 mg/mL to 10 mg/mL and there was no affect on yeast growth at any of the concentrations. We chose a concentration of 2.5 mg/mL for the final study since 0.01 and 1.0 mg/mL produced little change in the gene expression profile of the yeast, whereas 2.5 mg/mL resulted in approximately 1.5% of the genes in the genome being differentially expressed by more than 2-fold. The extracts analyzed and numbers of biological replicates performed were: USA 2 (*n* = 2), USA 6 (*n* = 2), USA 7 (*n* = 2), China 8 (*n* = 4), Europe 11 (*n* = 2), India 13 (*n* = 2) and non-treated control (*n* = 4). We then harvested the treated yeast cells by centrifugation at 4000 *g* for 5 min. Cell pellets were snap frozen in liquid nitrogen and stored at −80°C prior to RNA isolation.

### Isolation of yeast RNA, reverse transcription, labeling and hybridization for microarray analysis

We used a method adapted from Winzeler et al. [29] to extract total RNA from *S. cerevisiae*. We mechanically disrupted the frozen cell pellets and extracted total RNA using TRIzol™ (Invitrogen, Australia) reagent according to the manufacturer’s instructions. We purified the total RNA using RNeasy spin columns (Qiagen, Australia); assessed RNA quality using an Agilent Bioanalyzer 2100 (California, USA) and quantified the RNA using a Thermo Scientific NanoDrop™ 1000 spectrophotometer (California, USA). We submitted our purified RNA samples to the University of New South Wales Ramaciotti Centre for Gene Function Analysis (NSW, Australia) for RNA transcription, labeling, hybridization, washing and scanning of the microarray slides. We used Affymetrix (California, USA) GeneChip® Yeast Genome 2.0 Arrays (containing 25-mer probes with 11 probe pairs per sequence for 5841 *Saccharomyces cerevisiae* transcripts and 5031 *Schizosaccharomyces pombe* transcripts). The microarray results (*E. arvense*-treated *n* = 14, control *n* = 4) can be accessed at Gene Expression Omnibus (GEO) http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=gse24888.

#### Statistical analysis

We used the ‘R Project for Statistical Computing’ [96] for most of our data processing and statistical analysis. Specific packages used with R are detailed below. The R code for both the chemometric and biometric analyses are available upon request from the corresponding author.

#### Chemometric analysis

We used the package ‘msProcess’ [97] to ‘correct’ chromatograms by removing instrumental noise, baseline drift, identifying peaks, removing peak retention time variations between samples and to quantify peak height.

We used principle component analysis (PCA) together with *k*-nearest neighbor (*k*-NN) clustering analysis to cluster samples and highlight the chemicals potentially responsible for these differences using the ‘stats’ package included with R. Firstly, we conducted PCA on the corrected chromatograms and the results plotted using the first 2 principal components (PCs). We then applied *k*-NN to the first 2 PCs in order to identify samples that cluster together. Three groups were specified for the *k*-NN based on the country of origin of the sample: 1) USA, 2) China / Europe and 3) India. We compiled the group-specific peaks and their corresponding UV and MS spectra and compared them with those in the literature [33] to tentatively identify the compounds.

Using the chromatogram correction technique outlined above, we also determined the average number of peaks detected using standard techniques commonly used in the herbal extract industry including HPTLC, HPLC-PDA and HPLC-MS to estimate their information content. To determine the statistical significance (*p* < 0.05) between the analytical techniques, we used one-way ANOVA with a Tukey post-test using GraphPad Prism 5.0d for Mac OS X [98].

### Biometric analysis

We used theBioconductor [60,99] packages ‘affy’ [100], ‘affyPLM’ [101], ‘altcdfenvs’ [102], ‘annaffy’ [103], ‘limma’ [58], ‘yeast2cdf’ [104], and ‘yeast2.db’ [105] for yeast microarray analysis (reading the microarray *.cel files, assessing the files for RNA degradation, relative log expression, normalized unscaled standard error and spatial artifacts). We processed the probe expression values using the robust multi-array average (RMA) model for convolution background correction, quantile normalization and summarization [106,107]. We performed PCA on the averaged RMA-corrected expression values using the function prcomp in the R ‘stats’ package and SVD using the function svd in the R ‘base’ package.

### Pathway analysis

Statistical analysis of our microarray data resulted in a list of differential genes that were common between all *E. arvense* samples. We used 3 complementary web-based platforms to evaluate our gene sets and ascertain the cellular and molecular pathways affected in the yeast response to treatment. Principally, we used Funspec [108] (*p*-value cut-off 0.01) to analyse our gene list. Funspec compiles information to output a classification summary of genes and gene families that are enriched in the ontology of 1) cellular components, 2) molecular functions and 3) biological processes. Secondly, we conducted pathway mapping of differentially expressed genes to the annotation terms within the Kyoto Encyclopaedia of Genes and Genomes (KEGG) [109]. This process identified pathways and the functional locations of genes within pathways. Thirdly, we used the Saccharomyces Genome Database (SGD) [110] to obtain gene specific information linking additional genes from our data set to the pathway analysis.

## Abbreviations

AAPH: 2,2′-Azobis(2-amidinopropane) hydrochloride; CBoL: Consortium for the Barcode of Life; CDP-choline: Cytidine diphosphate-choline; CDP-DAG: Cytidine diphosphate – diacylglycerol; CDS1: Phosphatidate cytidyltransferase; CHO1: Phosphatidylserine synthase gene; CHO2: Phosphatidylethanolamine N-methyltransferase; CKI1: Choline kinase gene; CPT1: Cholinephosphotransferase gene; CTP: Cytidine triphosphate; DPPH: 2,2-di(4-*tert*-octylphenyl)-1-picrylhydrazyl; glucose-6P: Glucose-6 phosphate; HNM1: Choline/ethanolamine transporter gene; HPLC–DPPH-PDA: High performance liquid chromatography with introduction of DPPH into the post-column eluent using a third pump coupled with photo array detector; HPLC–PDA: High performance liquid chromatography coupled with photo array detector; HPLC-ESI-MS/MS: High performance liquid chromatography coupled with electrospray ionization tandem mass spectrometry; HPTLC: High performance thin layer chromatography; INO1: Inositol-1 phosphate synthase gene; inositol-3P: Inositol-3 phosphate; IPK1: Inositol polyphosphate kinase gne; ITR1: Myo-inositol transporter gne; KEGG: Kyoto Encyclopaedia of Genes and Genomes; k-NN: *k* nearest neighbor clustering analysis; LC tR: Liquid chromatography retention time; matK: Maturase K; OPI3: Phospholipid N-methyltransferase; ORAC: Oxygen radical absorbance capacity assay; PA: phosphatidate; PC: Phosphatidylcholine; PCA: Principal component analysis; P-choline: Phosphate choline; PDME: Phosphatidyldimethylethanolamine; PE: Phosphatidylethanolamine; PI: Phosphatidylinositol; PI: Phosphatidylinositol; PIP: Phosphatidyl inositol phosphate; PMME: Phosphatidylmonomethyl-ethanolamine; PS: Phosphatidylserine; PSD1: Phosphatidylserine decarboxylases gene; rcbL: Ribulose-1,5-bisphosphate carboxylase/oxygenase large subunit gene; PSI: Phytomics similarity index; RMA: Robust multi-array average; SIM: Single ion monitoring; UMP: Uridine monophosphate.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

RC, JRH, and SL are joint first authors listed in alphabetical order. RC conducted the transcriptomic experiments and pathway analysis and analyzed the transcriptomic data together with VJH; JRH, SL, CK, SG conducted and analyzed the phytochemical experiments; JRH performed the multivariate statistical analysis using R; MCC performed the genomic authentication experiments; SG and NJS designed the study; NJS wrote the manuscript with participation of the co-authors. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Figure S1 Tentative structural elucidation of dicaffeoyltartaric (chicoric) acid and a genkwanin acetylglucoside using LC-ESI(-)-MS and LC-PDA. (A, B, C) the ESI(-)-MS, UV spectrum and proposed fragmentation pattern respectively of the dicaffeoyltartaric acid peak. (D, E, F) the ESI(-)-MS, UV spectrum and proposed fragmentation pattern respectively of the Genkwanin acetylglucoside peak, possibly 4 or 5 -O-(6-acetyl glucoside). Click here for file

Additional file 2: Figure S2 DNA bar codes of the original plant material used to produce the China 8, Europe 11 and India 13 extracts compared to other *Equisetum* species entries in the GenBank database. Differences between the sequences are marked with a colored box. Click here for file

## References

[B1] BallPThe devil's doctor : Paracelsus and the world of Renaissance magic and science, 1st American edn2006New York: Farrar, Straus and Giroux

[B2] HamburgerMHostettmann K: 7Bioactivity in plants: the link between phytochemistry and medicine. Phytochemistry1991301238643874

[B3] KinghornADBiologically active compounds from plants with reputed medicinal and sweetening propertiesJ Natural Products19875061009102410.1021/np50054a0023327919

[B4] LoweJAJonesPWilsonDMNetwork biology as a new approach to drug discoveryCurrent opinion in drug discovery & development201013552452620812143

[B5] NewmanDJCraggGMSnaderKMThe influence of natural products upon drug discoveryNat Prod Rep200017321523410.1039/a902202c10888010

[B6] NewmanDJCraggGMSnaderKMNatural products as sources of new drugs over the period 1981–2002J Natural Products20036671022103710.1021/np030096l12880330

[B7] KinghornADThe discovery of drugs from higher plantsBiotechnology19942681108774931510.1016/b978-0-7506-9003-4.50010-1

[B8] ErnstEHerbal medicines–they are popular, but are they also safe?European J Clin Pharmacology20066211210.1007/s00228-005-0070-216341855

[B9] ErnstEHerbal medicines: balancing benefits and risksNovartis Found Symp2007282154167discussion 167–172, 212–1581791323010.1002/9780470319444.ch11

[B10] ErnstEHerbal medicines: where is the evidence?BMJ2000321725839539610.1136/bmj.321.7258.39510938031PMC1127780

[B11] KinghornADChaiHBSungCKKellerWJThe classical drug discovery approach to defining bioactive constituents of botanicalsFitoterapia2011821717910.1016/j.fitote.2010.08.01520804827

[B12] HeathGColburnWAAn evolution of drug development and clinical pharmacology during the 20th centuryJ Clin Pharmacol200040991892910.1177/0091270002200965710975064

[B13] FlowerAWittCLiuJPUlrich-MerzenichGYuHLewithGGuidelines for randomised controlled trials investigating Chinese herbal medicineJ Ethnopharmacology2012140355055410.1016/j.jep.2011.12.01722210103

[B14] EhrlichPOn immunity with special reference to the relationship between distribution and action of antigens1908Therapy: Experimental Researches on Specific107

[B15] ArrellDKTerzicANetwork systems biology for drug discoveryClin Pharmacol Therapeutics201088112012510.1038/clpt.2010.9120520604

[B16] PujolAMoscaRFarresJAloyPUnveiling the role of network and systems biology in drug discoveryTrends Pharmacol Sci201031311512310.1016/j.tips.2009.11.00620117850

[B17] HopkinsALNetwork pharmacology: the next paradigm in drug discoveryNat Chem Biol200841168269010.1038/nchembio.11818936753

[B18] AzmiASWangZPhilipPAMohammadRMSarkarFHProof of concept: network and systems biology approaches aid in the discovery of potent anticancer drug combinationsMole Cancer Therapeutics20109123137314410.1158/1535-7163.MCT-10-0642PMC305892621041384

[B19] CsermelyPAgostonVPongorSThe efficiency of multi-target drugs: the network approach might help drug designTrends Pharmacol Sci200526417818210.1016/j.tips.2005.02.00715808341

[B20] Ulrich-MerzenichGPanekDZeitlerHWagnerHVetterHNew perspectives for synergy research with the "omic"-technologiesPhytomedicine: international journal of phytotherapy and phytopharmacology2009166–74955081942823110.1016/j.phymed.2009.04.001

[B21] WagnerHSynergy research: a new approach to evaluating the efficacy of herbal mono-drug extracts and their combinationsNat Prod Commun20094230330419370944

[B22] MokDKWChauF-TChemical information of Chinese medicines: A challenge to chemistChemom Intell Lab Syst2006821–2210217

[B23] ZengZChauFTChanHYCheungCYLauTYWeiSMokDKChanCOLiangYRecent advances in the compound-oriented and pattern-oriented approaches to the quality control of herbal medicinesChinese Med20083910.1186/1749-8546-3-9PMC253111418680568

[B24] KongWJZhaoYLXiaoXHJinCLiZLQuantitative and chemical fingerprint analysis for quality control of rhizoma Coptidischinensis based on UPLC-PAD combined with chemometrics methodsPhytomedicine: international journal of phytotherapy and phytopharmacology2009161095095910.1016/j.phymed.2009.03.01619553096

[B25] LiuEHQiLWLiKChuCLiPRecent advances in quality control of traditional Chinese medicinesCombinatorial chemistry & high throughput screening2010131086988410.2174/13862071079336030120883191

[B26] TiltonRPaivaAAGuanJQMaratheRJiangZvan EyndhovenWBjorakerJPrusoffZWangHLiuSHA comprehensive platform for quality control of botanical drugs (PhytomicsQC): a case study of Huangqin Tang (HQT) and PHY906Chinese Med201053010.1186/1749-8546-5-30PMC294088420727161

[B27] GoffeauABarrellBGBusseyHDavisRWDujonBFeldmannHGalibertFHoheiselJDJacqCJohnstonMLife with 6000 genesScience1996274528754656710.1126/science.274.5287.5468849441

[B28] GaschAPSpellmanPTKaoCMCarmel-HarelOEisenMBStorzGBotsteinDBrownPOGenomic expression programs in the response of yeast cells to environmental changesMole Biology Cell200011124241425710.1091/mbc.11.12.4241PMC1507011102521

[B29] WinzelerEAShoemakerDDAstromoffALiangHAndersonKAndreBBanghamRBenitoRBoekeJDBusseyHFunctional characterization of the S. cerevisiae genome by gene deletion and parallel analysisScience (Washington, D C)1999285542990190610.1126/science.285.5429.90110436161

[B30] GiaeverGChuAMNiLConnellyCRilesLVeronneauSDowSLucau-DanilaAAndersonKAndreBFunctional profiling of the Saccharomyces cerevisiae genomeNature2002418689638739110.1038/nature0093512140549

[B31] HughesTRYeast and drug discoveryFunctional & Integrative Genomics200224–51992111219259310.1007/s10142-002-0059-1

[B32] PryerKMSchneiderHSmithARCranfillRWolfPGHuntJSSipesSDHorsetails and ferns are a monophyletic group and the closest living relatives to seed plantsNature2001409682061862210.1038/3505455511214320

[B33] VeitMBeckertCHoehneCBauerKGeigerHInterspecific and intraspecific variation of phenolics in the genus Equisetum subgenus EquisetumPhytochemistry199538488189110.1016/0031-9422(94)00658-G

[B34] GalloFRMultariGFedericiEPalazzinoGGiambenedettiMPetittoVPoliFNicolettiMChemical fingerprinting of Equisetum arvense L. using HPTLC densitometry and HPLCNatural Product Res201125131261127010.1080/14786419.2011.55801521854173

[B35] Do Monte Fabricio HoffmannMdos Santos JairGJrRussiMLanziotti Vanusa Maria NascimentoBLeal Luzia Kalyne AlmeidaMCunha Geanne Matos DeAAntinociceptive and anti-inflammatory properties of the hydroalcoholic extract of stems from Equisetum arvense L. in micePharmacol Res200449323924310.1016/j.phrs.2003.10.00214726218

[B36] SafiyehSFathallahFBVahidNHossineNHabibSSAntidiabetic effect of Equisetum arvense L. (Equisetaceae) in streptozotocin-induced diabetes in male ratsPakistan J Biological Sci: PJBS200710101661166610.3923/pjbs.2007.1661.166619086514

[B37] Mimica-DukicNSiminNCvejicJJovinEOrcicDBozinBPhenolic compounds in field horsetail (Equisetum arvense L.) as natural antioxidantsMolecules20081371455146410.3390/molecules1307145518719517PMC6245282

[B38] Andrade CettoAWiedenfeldHRevillaMCSergioIAHypoglycemic effect of Equisetum myriochaetum aerial parts on streptozotocin diabetic ratsJ Ethnopharmacol2000721–21291331096746310.1016/s0378-8741(00)00218-x

[B39] Perez GutierrezRMLagunaGYWalkowskiADiuretic activity of Mexican equisetumJ Ethnopharmacol1985142–3269272409447110.1016/0378-8741(85)90093-5

[B40] LemusIGarciaRErazoSPenaRParadaMFuenzalidaMDiuretic activity of an Equisetum bogotense tea (Platero herb): evaluation in healthy volunteersJ Ethnopharmacol1996541555810.1016/0378-8741(96)01444-48941869

[B41] Schmeda-HirschmannGLoyolaJIRodriguezJDutra-BehrensMHypotensive effect of Laurelia sempervirens (Monimiaceae) on normotensive ratsPhytother Res199481495110.1002/ptr.2650080112

[B42] BeckertCHornCSchnitzlerJ-PLehningAHellerWVeitMStyrylpyrone biosynthesis in Equisetum arvensePhytochemistry1996442275283

[B43] OhHKimD-HChoJ-HKimY-CHepatoprotective and free radical scavenging activities of phenolic petrosins and flavonoids isolated from Equisetum arvenseJ Ethnopharmacol2004952–34214241550736910.1016/j.jep.2004.08.015

[B44] D'AgostinoMDiniAPizzaCSenatoreFAquinoRSterols from Equisetum arvenseBollettino della Societa italiana di biologia sperimentale19846012224122456529502

[B45] LlorachRMartinez-SanchezATomas-BarberanFAGilMIFerreresFCharacterization of polyphenols and antioxidant properties of five lettuce varieties and escaroleFood Chem200810831028103810.1016/j.foodchem.2007.11.03226065768

[B46] AmaralJSFerreresFAndradePBValentaoPPinheiroCSantosASeabraRPhenolic profile of hazelnut (Corylus avellana L.) leaves [of] cultivars grown in PortugalNat Prod Res200519215716310.1080/1478641041000170477815715260

[B47] FangNYuSPriorRLLC/MS/MS Characterization of Phenolic Constituents in Dried PlumsJ Agric Food Chem200250123579358510.1021/jf020132712033832

[B48] VeitMGeigerHCzyganF-CMarkhamKRMalonylated flavone 5-O-glucosides in the barren sprouts of Equisetum arvensePhytochemistry19902982555256010.1016/0031-9422(90)85187-K

[B49] PlazonicABucarFMalesZMornarANigovicBKujundzicNIdentification and quantification of flavonoids and phenolic acids in burr parsley (Caucalis platycarpos L.), using high-performance liquid chromatography with diode array detection and electrospray ionization mass spectrometryMolecules20091472466249010.3390/molecules1407246619633617PMC6255260

[B50] StobieckiMApplication of mass spectrometry for identification and structural studies of flavonoid glycosidesPhytochemistry200054323725610.1016/S0031-9422(00)00091-110870178

[B51] VeitMStrackDCzyganFCWrayVWitteLDi-E-caffeoyl-meso-tartaric acid in the barren sprouts of Equisetum arvensePhytochemistry199130252752910.1016/0031-9422(91)83720-6

[B52] Rice-EvansCAMillerNJPagangaGStructure-antioxidant activity relationships of flavonoids and phenolic acidsFree Radical Biol Med199620793395610.1016/0891-5849(95)02227-98743980

[B53] HuangDOuBPriorRLThe chemistry behind antioxidant capacity assaysJ Agricultural Food Chem20055361841185610.1021/jf030723c15769103

[B54] ApakRGucluKDemirataBOzyurekMCelikSEBektasogluBBerkerKIOzyurtDComparative evaluation of various total antioxidant capacity assays applied to phenolic compounds with the CUPRAC assayMolecules20071271496154710.3390/1207149617909504PMC6149428

[B55] WallMERechtsteinerARochaLMSingular value decomposition and principal component analysis2003Norwell, MA, USA: Kluwer

[B56] AlterOBrownPOBotsteinDSingular value decomposition for genome-wide expression data processing and modelingProc Natl Acad Sci USA20009718101011010610.1073/pnas.97.18.1010110963673PMC27718

[B57] BrauerMJHuttenhowerCAiroldiEMRosensteinRMateseJCGreshamDBoerVMTroyanskayaOGBotsteinDCoordination of growth rate, cell cycle, stress response, and metabolic activity in yeastMole Biology Cell200819135236710.1091/mbc.E07-08-0779PMC217417217959824

[B58] SmythGGentleman R, Irizarry RA, Carey VJ, Dudoit S, Huber Wlimma: Linear Models for Microarray DataBioinformatics and Computational Biology Solutions Using R and Bioconductor2005New York: Springer Science+Business Media, Inc

[B59] SmythGKLinear models and empirical bayes methods for assessing differential expression in microarray experimentsStat Applications Genet Mole Biol2004312510.2202/1544-6115.102716646809

[B60] ReimersMCareyVJBioconductor: an open source framework for bioinformatics and computational biologyMethods Enzymol20064111191341693978910.1016/S0076-6879(06)11008-3

[B61] GreenbergMLLopesJMGenetic regulation of phospholipid biosynthesis in Saccharomyces cerevisiaeMicrobiological Rev199660112010.1128/mr.60.1.1-20.1996PMC2394158852893

[B62] WhiteMJHirschJPHenrySAThe OPI1 gene of Saccharomyces cerevisiae, a negative regulator of phospholipid biosynthesis, encodes a protein containing polyglutamine tracts and a leucine zipperJ Biological Chem199126628638721985968

[B63] AshburnerBPLopesJMRegulation of yeast phospholipid biosynthetic gene expression in response to inositol involves two superimposed mechanismsProc Natl Acad Sci U S A199592219722972610.1073/pnas.92.21.97227568205PMC40874

[B64] HirschJPHenrySAExpression of the Saccharomyces cerevisiae inositol-1-phosphate synthase (INO1) gene is regulated by factors that affect phospholipid synthesisMole Cell Biol19866103320332810.1128/mcb.6.10.3320-3328.1986PMC3670773025587

[B65] FlicekPAmodeMRBarrellDBealKBrentSCarvalho-SilvaDClaphamPCoatesGFairleySFitzgeraldSEnsembl 2012Nucleic Acids Res201240Database issueD84D902208696310.1093/nar/gkr991PMC3245178

[B66] NicotASLaporteJEndosomal phosphoinositides and human diseasesTraffic2008981240124910.1111/j.1600-0854.2008.00754.x18429927PMC2607523

[B67] GordonPRMawhinneyTPGilchrestBAInositol is a required nutrient for keratinocyte growthJ Cell Physiology1988135341642410.1002/jcp.10413503082456287

[B68] LeeHJLeeSAChoiHDietary administration of inositol and/or inositol-6-phosphate prevents chemically-induced rat hepatocarcinogenesisAsian Pacific J Cancer Prevention : APJCP200561414715780031

[B69] ZeiselSHda CostaKACholine: an essential nutrient for public healthNutr Rev2009671161562310.1111/j.1753-4887.2009.00246.x19906248PMC2782876

[B70] Canadanovic-BrunetJMCetkovicGSDjilasSMTumbasVTSavatovicSSMandicAIMarkovSLCvetkovicDDRadical scavenging and antimicrobial activity of horsetail (Equisetum arvense L.) extractsInt J Food Sci Technol200944226927810.1111/j.1365-2621.2007.01680.x

[B71] Cetojevic-SiminDDCanadanovic-BrunetJMBogdanovicGMDjilasSMCetkovicGSTumbasVTStojiljkovicBTAntioxidative and antiproliferative activities of different horsetail (Equisetum arvense L.) extractsJ Medicinal Food201013245245910.1089/jmf.2008.015920170379

[B72] StajnerDPopovicBMCanadanovic-BrunetJAnackovGExploring Equisetum arvense L., Equisetum ramosissimum L. and Equisetum telmateia L. as sources of natural antioxidantsPhytotherapy research: PTR200923454655010.1002/ptr.268219067388

[B73] GierlingerNSapeiLParisOInsights into the chemical composition of Equisetum hyemale by high resolution Raman imagingPlanta2008227596998010.1007/s00425-007-0671-318057960PMC2756348

[B74] Dos SantosJGJrBlancoMMDo MonteFHRussiMLanziottiVMLealLKCunhaGMSedative and anticonvulsant effects of hydroalcoholic extract of Equisetum arvenseFitoterapia200576650851310.1016/j.fitote.2005.04.01715972249

[B75] Guilherme dos SantosJJrHoffmann Martins do MonteFMarcela BlancoMMaria do Nascimento Bispo LanziottiVDamasseno MaiaFKalyne de Almeida LealLCognitive enhancement in aged rats after chronic administration of Equisetum arvense L. with demonstrated antioxidant properties in vitroPharmacol Biochem Behav200581359360010.1016/j.pbb.2005.04.01215972233

[B76] GraefeEUVeitMUrinary metabolites of flavonoids and hydroxycinnamic acids in humans after application of a crude extract from Equisetum arvensePhytomedicine: International J Phytotherapy Phytopharmacology19996423924610.1016/S0944-7113(99)80015-410589442

[B77] WangCYStaniforthVChiaoMTHouCCWuHMYehKCChenCHHwangPIWenTNShyurLFGenomics and proteomics of immune modulatory effects of a butanol fraction of echinacea purpurea in human dendritic cellsBMC genomics2008947910.1186/1471-2164-9-47918847511PMC2571112

[B78] WangEBussomSChenJQuinnCBedognettiDLamWGuanFJiangZMarkYZhaoYInteraction of a traditional Chinese Medicine (PHY906) and CPT-11 on the inflammatory process in the tumor microenvironmentBMC Med Genomics201143810.1186/1755-8794-4-3821569348PMC3117677

[B79] QinSChenJTanigawaSHouDXGene expression profiling and pathway network analysis of hepatic metabolic enzymes targeted by baicaleinJ Ethnopharmacology2012140113114010.1016/j.jep.2011.12.04622265932

[B80] RongJTiltonRShenJNgKMLiuCTamPKLauASChengYCGenome-wide biological response fingerprinting (BioReF) of the Chinese botanical formulation ISF-1 enables the selection of multiple marker genes as a potential metric for quality controlJ Ethnopharmacology20071131354410.1016/j.jep.2007.01.02117307317

[B81] ValenteAXRobertsSBBuckGAGaoYFunctional organization of the yeast proteome by a yeast interactome mapProc Natl Acad Sci USA200910651490149510.1073/pnas.080862410619164585PMC2635830

[B82] GriffinTJGygiSPIdekerTRistBEngJHoodLAebersoldRComplementary profiling of gene expression at the transcriptome and proteome levels in Saccharomyces cerevisiaeMole & Cellular Proteomics: MCP20021432333310.1074/mcp.M200001-MCP20012096114

[B83] RossouwDNaesTBauerFFLinking gene regulation and the exo-metabolome: a comparative transcriptomics approach to identify genes that impact on the production of volatile aroma compounds in yeastBMC Genomics2008953010.1186/1471-2164-9-53018990252PMC2585593

[B84] MazzocchiFComplexity and the reductionism-holism debate in systems biologyWiley interdisciplinary reviews Systems biology and medicine20124541342710.1002/wsbm.118122761024

[B85] Van RegenmortelMHReductionism and complexity in molecular biologyScientists now have the tools to unravel biological and overcome the limitations of reductionism. EMBO reports20045111016102010.1038/sj.embor.7400284PMC129917915520799

[B86] HollingsworthPMForrestLLSpougeJLHajibabaeiMRatnasinghamSvan der BankMChaseMWCowanRSEricksonDLFazekasAJA DNA barcode for land plantsProc Natl Acad Sci U S A2009106311279412797S12794/12791-S12794/127361966662210.1073/pnas.0905845106PMC2722355

[B87] DNA barcoding phase 2 Updatehttp://www.barcoding.si.edu/plant_working_group.html

[B88] WagnerHBladtSPlant drug analysis : a thin layer chromatography atlas, 2nd edn. Dordrecht2009New York: Springer

[B89] BandonieneDMurkovicMOn-line HPLC-DPPH screening method for evaluation of radical scavenging phenols extracted from apples (Malus domestica L.)J Agric Food Chem20025092482248710.1021/jf011475s11958609

[B90] BloisMSAntioxidant Determinations by the Use of a Stable Free RadicalNature19581811199120010.1038/1811199a0

[B91] MolyneuxPThe use of the stable free radical diphenylpicrylhydrazyl (DPPH) for estimating antioxidant activity.*Songklanakarin J*Part Sci Technol200426211219

[B92] LABTECHBORAC Assay on the FLUOstar OPTIMA to Determine Antioxidant Capacityhttp://www.bmglabtech.com/application-notes/fluorescence-intensity/orac-148.cfm

[B93] Baker BrachmannCDaviesACostGJCaputoELiJHieterPBoekeJDDesigner deletion strains derived from Saccharomyces cerevisiae S288C: A useful set of strains and plasmids for PCR-mediated gene disruption and other applicationsYeast199814211513210.1002/(SICI)1097-0061(19980130)14:2<115::AID-YEA204>3.0.CO;2-29483801

[B94] AlicNFelderTTempleMDGloecknerCHigginsVJBrizaPDawesIWGenome-wide transcriptional responses to a lipid hydroperoxide: adaptation occurs without induction of oxidant defensesFree Radical Biology and Medicine2004371233510.1016/j.freeradbiomed.2004.04.01415183192

[B95] BellPJLHigginsVJDawesIWBissingerPHTandemly Repeated 147 bp Elements Cause Structural and Functional Variation in Divergent MAL Promoters of Saccharomyces cerevisiaeYeast199713121135114410.1002/(SICI)1097-0061(19970930)13:12<1135::AID-YEA162>3.0.CO;2-19301020

[B96] R Core Development TeamA Language Environment for Statistical ComputingA Language Environment for Statistical Computing2010Vienna: Foundation for Statistical Computing

[B97] GongLConstantineWChenYAmsProcess: Protein Mass Spectra ProcessingR Package, version 1062011

[B98] SoftwareGPPrism 5 for Mac OS X. In2009GraphPad Software: San Diego

[B99] GentlemanRCCareyVJBatesDMBolstadBDettlingMDudoitSEllisBGautierLGeYGentryJBioconductor: open software development for computational biology and bioinformaticsGenome Biol2004510R8010.1186/gb-2004-5-10-r8015461798PMC545600

[B100] GautierLCopeLBolstadBMIrizarryRAaffy-analysis of Affymetrix GeneChip data at the probe levelBioinformatics200420330731510.1093/bioinformatics/btg40514960456

[B101] BolstadBMCollinFBrettschneiderJSimpsonKCopeLIrizarryRASpeedTPGentleman R, Irizarry RA, Carey VJ, Dudoit S, Huber WQuality Assessment of Affymetrix GeneChip DataBioinformatics and Computational Biology Solutions Using R and Bioconductor2005New York: Springer Science+Business Media, Inc

[B102] GautierLMøllerMFriis-HansenLKnudsenSAlternative mapping of probes to genes for Affymetrix chipsBMC Bioinformatics2004511110.1186/1471-2105-5-11115310390PMC514699

[B103] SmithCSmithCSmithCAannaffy: Annotation tools for Affymetrix biological metadataR package version 1.32.02010

[B104] The Bioconductor Project: yeast2cdf: yeast2cdfyeast2cdf: yeast2cdfR package version 2.12.0

[B105] CarlsonMFalconSPagesHLiNyeast2.db: Affymetrix Yeast Genome 2.0 Array annotation data (chip yeast2)R package version 2.9.0

[B106] IrizarryRHobbsBCollinFBeazer-BarclayYAntonellisKScherfUSpeedTExploration, normalization, and summaries of high density oligonucleotide array probe level dataBiostatistics20034224926410.1093/biostatistics/4.2.24912925520

[B107] HennellJRQuality control methods for herbal medicine: a multifaceted approach2012University of Western Sydney

[B108] RobinsonMDGrigullJMohammadNHughesTRFunSpec: a web-based cluster interpreter for yeastBMC bioinformatics200233510.1186/1471-2105-3-3512431279PMC139976

[B109] KanehisaMGotoSSatoYFurumichiMTanabeMKEGG for integration and interpretation of large-scale molecular data setsNucleic Acids Res201240Database issueD1091142208051010.1093/nar/gkr988PMC3245020

[B110] CherryJMHongELAmundsenCBalakrishnanRBinkleyGChanETChristieKRCostanzoMCDwightSSEngelSRSaccharomyces Genome Database: the genomics resource of budding yeastNucleic Acids Res201240Database issueD7007052211003710.1093/nar/gkr1029PMC3245034

# Supplementary material for: The Saccharomyces cerevisiae transcriptome as a mirror of phytochemical variation in complex extracts of Equisetum arvense from America, China, Europe and India
**Source:** BMC Genomics. 2013 Jul 4;14:445. doi: 10.1186/1471-2164-14-445
**Supplement:** Additional file 1: Figure S1 — Tentative structural elucidation of dicaffeoyltartaric (chicoric) acid and a genkwanin acetylglucoside using LC-ESI(-)-MS and LC-PDA. (A, B, C) the ESI(-)-MS, UV spectrum and proposed fragmentation pattern respectively of the dicaffeoyltartaric acid peak. (D, E, F) the ESI(-)-MS, UV spectrum and proposed fragmentation pattern respectively of the Genkwanin acetylglucoside peak, possibly 4 or 5 -O-(6-acetyl glucoside).

E. variegatum
E. x dycei
E. x fontqueri

How the deposited data were processed for this re-analysis (not part of the article)

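Gene expression was measured in cultures of the diploid yeast strain BY4743 that were treated for 20 min with 1 of 6 E. arvense extracts at 2.5 mg/mL or with the vehicle. There were 18 arrays, 4 of control cultures, 4 with China #8 and 2 each with USA #2, USA #6, USA #7, Europe #11 and India #13. The condition, replicate number and batch of each array were taken from the sample labels and the paper. The labels place 2 control and 2 China #8 arrays in batch 1 and all other arrays in batch 2.

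The authors labelled the RNA with biotin, hybridized it to Affymetrix GeneChip Yeast Genome 2.0 arrays and processed the probe signals by RMA, which corrects the background, quantile-normalizes the probes between arrays and summarizes the probes of each probe set. The submitters' processing notes name RMA and limma, and their versions are not given in the sources used here. The values the authors deposited are log2 signals of 5900 probe sets on 18 arrays, with 1 column per array. They were used as deposited. Values lay between 2.73 and 14.49 and array medians between 9.55 and 9.64. Quantile normalization sets the distribution of all arrays equal, so a shift of most genes in one direction cannot be seen in these values. An array signal carries no count of molecules, so the number of arrays limits the precision.

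From these values, 137 Affymetrix control probe sets were set aside and 5763 were tested, with no filter on dim probe sets. Gene names came from the platform's annotation, updated through the gene ID for 12 names. A single gene was named by 5498 probe sets, no gene by 265 and several genes by 0. The names of 153 probe sets end in _s_at, _x_at or _a_at, which marks probes that can bind several transcripts. Which genes neighbour each other was read from the RefSeq annotation of assembly R64. All comparisons were made in R 4.3.3 with limma 3.58.1 (lmFit and eBayes).

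The contrast of all extracts with control compared 12 extract arrays with 4 control arrays. The contrasts of USA and of China/Europe with control, and of USA with China/Europe, came from a model with 4 groups over the same 16 arrays. USA #6 was left out of these, as in the study. Single extracts were compared with control in a model with 7 groups over all 18 arrays, in which all groups share 1 estimate of the spread, and an F-test in this model compared the 6 extracts with each other. The China #8 response was compared between batches by an interaction term. The contrasts that the study made used the Bonferroni correction and the others the Benjamini-Hochberg adjustment, with a threshold of 0.05.

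In all, 34 gene lists were written before the data were examined, on themes that the paper names and on others that fit a yeast culture. The gene symbols printed in Fig. 7 and Fig. 8 had been seen by then, and the genes of Fig. 7B form a list of their own. Lists were tested with camera at a correlation of 0.01, with camera at an estimated correlation and with fry. The text names every gene that the paper names with a direction, the genes with the largest changes among those for which every treated array lay on one side of every control array, up to 4 members of each list, the genes of smallest p in the USA list only and the deleted genes of the strain. This rule was also written before the data were examined.

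PCA used the centred and scaled values, k-means clustering used 4 centres and 500 starts on the first 2 components, and the singular value decomposition used the uncentred values. The grouping of the extracts was tested over all 60 assignments, and the relation of INO1 to inositol over all 720 pairings, with the inositol concentrations of the paper's Table 2. The overlap of contrasts with shared controls was set against 20 simulated data sets.

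The model fits were tested on simulated data before use. These held independent noise at the spread within conditions and the same shift with every extract, without batches or differences between extracts, so real recovery may be lower. Changes of 1 on the log2 scale were recovered for 89.6% of the changed genes in the contrast of all extracts, 82.1% in that of USA and 83.6% in that of China/Europe, over 5763 probe sets each. Of unchanged genes, 0.0180% were called in the contrast of all extracts.

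The replicate numbers of control and China #8 were checked for pairing by the correlation of the deviations of arrays with the same number, which was over 0.1 for all 4 numbers. These deviations hold the batch difference, so the check leaves pairing of these 2 groups open. The numbers of the other arrays do not pair them. The replicate number was tried as a block.

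Before the data were examined, 31 alternatives were written down, and 3 were added afterwards. They cover the universe of probe sets, a filter on dim probe sets, the normalization, the batch, the replicate number, the prior of eBayes, the adjustment for multiple tests, the model, the arrays left out, and the distances and scaling of the clustering.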

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

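Of the tests below, those of degraded RNA, that of a labelling run, those of a single USA #6 array, that of a batch difference in the zinc genes and that of the neighbours other than USB1 and MOG1 were chosen only after the result was seen.

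USA #6 was left out of the contrasts of the study, and a signal appears in its arrays. In limma, 401 of 5763 probe sets differed from control. Without 1 of its 2 arrays the count was 93 or 110.

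Several differences between extracts passed a test of the difference itself. Between USA and China/Europe, where 4 of the 6 China/Europe arrays are of China #8, 1974 probe sets differed, and 1144 without the first USA #7 array. Each side of this contrast holds only 2 extracts, so it is no test of origin. Among the 6 extracts, 1695 probe sets differed by an F-test, and 799 without the first USA #7 array, 1057 and 1104 without USA #6 array 1 or 2, and 1064 without China #8 array 3. Of the 14 phospholipid genes of Fig. 7B, 6 differed among the extracts in the size of their fall. Genes of methionine and sulfur metabolism were higher with India #13 than with the other 5 extracts (camera adjusted p = 1.49e-34, and adjusted p = 0.0464 with an estimated correlation), 20 of 38 by limma. Genes of ribosome biogenesis were higher with China #8 than with the others, 61 of 79, with a median difference of 0.48 (camera adjusted p = 1.14e-18, and adjusted p = 0.993 with an estimated correlation; 1.31e-14 within batch 2, where both China #8 arrays are among the 4 with the deviating 18S rRNA described below and the arrays of the other extracts are not, so this value does not tell the extract from that deviation). RRP14 and NOP7 were higher with China #8 by 1.21 and 0.95.

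The zinc and copper genes were lower with USA #6 than with the other extracts (camera adjusted p = 5.67e-07, and adjusted p = 0.160 with an estimated correlation), 6 of 17, with ZRT1 at -3.52, ZAP1 at -2.62, ZPS1 at -1.16, ZRT2 at -1.02, ZRT3 at -0.89 and CTR1 at -0.76, and the iron genes were higher (camera adjusted p = 5.08e-07, and adjusted p = 0.993 with an estimated correlation), 8 of 35, with SIT1 at 2.21 and FET3 at 2.01, while FET4, also on the iron list, was lower at -0.59. A single odd array is argued against, because with either USA #6 array alone the zinc and copper genes as a list were lower (camera adjusted p of at most 2.39e-08, and adjusted p = 0.0285 and 0.0310 with an estimated correlation) and the iron genes higher (at most 9.15e-08, and adjusted p = 0.547 and 0.695 with an estimated correlation), and so is a batch difference, because the adjusted p of the zinc and copper genes was 9.04e-06 within batch 2. Zinc in the USA #6 extract stays open, although 6 further targets of the zinc-responsive activator Zap1 had a median difference of -0.02 (permutation of gene labels with 10000 random sets, one-sided, p = 0.453; 0 lower in limma and 1 lower at an unadjusted p under 0.05), because this set leaves out the zinc genes that fell and so excludes nothing. RNA quality also stays open, since the 3′ minus 5′ difference of 25S rRNA was 0.60 and 0.11 on the USA #6 arrays and between -0.46 and -0.24 on the 8 arrays of the other extracts but China #8, although it was 0.38 on control 3, whose ZRT1 value of 13.55 lay among the other control values. Other differences between the extracts, such as their content of other metals, stay open and untested.

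The 18S rRNA difference between its 3′ and 5′ probe sets was -1.39 on the control and China #8 arrays of batch 2, far from all other arrays, in control probe sets that the paper does not report. The paper's methods name a Bioanalyzer check of RNA quality and a check of the array files for degradation, without values. The dap spike RNA comes from no culture, which argues against degraded yeast RNA as the cause of the dap difference only. That difference was higher on each of these 4 arrays than on any of the other 14, by at least 0.155. It is part of the observation itself and so no separate test. For 18S rRNA, degraded yeast RNA stays open, since only 1 of 7 yeast mRNAs, WBP1, was higher in this way. Of the other spikes, thr was higher on average (1.94 against 1.39 in batch 1 and 1.46 with the other extracts) but overlapped. The values of phe (0.67 against 0.60 and 0.55) and lys (-0.37 against -0.39 and -0.49) overlapped as well. If the batch labels of the control and China #8 arrays were interchanged, the other extracts would lie over all genes with the arrays labelled batch 1, and their mean had a coefficient of -0.658 on an axis where batch 1 lies at -0.5 and batch 2 at 0.5 (USA #2 -0.653, USA #6 -0.266, USA #7 -0.878, Europe #11 -0.626, India #13 -0.865), which is consistent with that exchange; this test replaced one on the hybridization controls, seen first, which placed 8 of 10 extract arrays nearer to batch 1 but only 5 of 8 control and China #8 arrays with their own batch. A labelling run of their own for the 4 arrays stays open, since 0 of the 10 other arrays of batch 2 lay nearer to them in the dap spike, and it cannot be told apart from the exchange, nor can extract effects that happen to run along that axis. No biological explanation was tested, since no condition sets these 4 arrays apart. A rule of over 3 median absolute deviations from the median, in any of ACT1, SPT15, 18S rRNA and 25S rRNA, marked a partly different set of 4 arrays. It marked control 3, China #8 array 3, USA #6 array 1 and USA #7 array 2, but neither control 4 nor China #8 array 4.

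Genes next to the phospholipid genes of Fig. 7B were among the largest falls, such as USB1 beside CKI1 at -1.92 and MOG1 beside OPI3 at -0.99 (positions from assembly R64). Of the 6 neighbours that share an upstream region with 1 of the 14 genes, 5 were lower in all extracts against control, with RKM3 beside CDS1 at -0.14 the exception, and their median was -0.82 (permutation of gene labels, one-sided, p = 1e-04, the smallest that 10000 random sets can give), but USB1 and MOG1, which prompted the test, are among them. Without these 2, 3 of 4 were lower, with a median of -0.65 (same permutation test, p = 0.0013), so a shared upstream region is a hypothesis that may account for the falls, while other genes that fell had 20 such neighbours with a median of -0.10, of which 8 were lower, and genes that rose had 68 with a median of 0.07. Transcription or probes that run into the downstream neighbour stay open at single genes, since the 14 downstream neighbours had a median of -0.05 (same permutation test, p = 0.269) but went both ways, with 4 lower, such as AIM17 beside OPI1 at -0.77, and 4 higher. Whether the neighbours respond on their own was not tested.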

How the results depend on the processing

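The settings with the control and China #8 batches interchanged, with the control and China #8 arrays of batch 2 left out, and with the entropy divided by the log of all 18 eigengenes were chosen after seeing the data. No gene or list past its threshold reversed its direction. The r of INO1 with inositol, which did not pass its test, changed sign without the 2 extracts farthest from the median concentration, from -0.268 to 0.484. With equal array medians more probe sets were lower than higher for USA #2 (523 higher, 549 lower), Europe #11 (587 and 639) and USA #7 (1108 and 1123), and with quantile normalization again more were higher for India #13 (866 and 805) and China #8 (1149 and 1135), while the values as deposited gave the opposite. Apart from settings that leave out 1 array, the single genes named in the text gave 2716 values on the same side of the threshold, 111 that no longer passed and 17 that newly passed, and the gene lists gave 374, 25 and 7. When each array was left out, these were 3281, 144 and 9 for genes and 529, 14 and 1 for lists. The counts of all extracts (218), USA (170), China/Europe (274) and USA only (81) moved by less than 1.5 times with every probe set of the table, without dim probe sets, with quantile normalization again, with equal array medians, with batch as a block and with another prior of eBayes. Where a value moved, the cause was not tested, except that settings within a batch or without arrays hold fewer arrays and that Bonferroni is the stricter adjustment.

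With batch as a block the counts were 2026 for USA #2, 1009 for USA #6, 2075 for Europe #11 and 2928 among the 6 extracts. Within batch 2 they were 71 for all extracts, 90 for USA, 64 for China/Europe, 51 for USA only, 2009 for USA #2, 980 for USA #6, 2115 for Europe #11, 3097 among the extracts and 8 of the phospholipid genes. With control and China #8 alone, the China #8 count was 1101 within batch 1 and 725 within batch 2, and the share over 2-fold was 7.70% and 2.36%. With the interchanged batches as a block, USA only was 52. Without the control and China #8 arrays of batch 2 the counts were 75 for all extracts, 57 for USA, 113 for China/Europe, 15 for USA only and 729 for USA #6. In this setting all control arrays are of batch 1, while all extract arrays but those of China #8 are of batch 2, so extract and labelled batch run together. Within batch 2, both control arrays and both China #8 arrays are those with the deviating 18S rRNA and the other extract arrays are not, so the comparisons of these with control there run along that deviation.

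For control and China #8, the deviations of arrays with the same replicate number correlated at 0.128 to 0.702 over the 4 numbers. These deviations hold the batch difference, since the numbers of these 2 groups follow the batch. With deviations taken within the batch, the correlation was 0.747 in batch 1 and 0.179 in batch 2. Control arrays of batch 1 reached 0.695 with the USA #6 arrays of batch 2, so such a value does not by itself show pairing. Whether the numbers pair control and China #8 arrays thus stays open. The numbers do not pair the other arrays. Within batch 2 the correlation of the deviations of arrays with the same number lay between -0.376 and 0.572 over 21 pairs of groups, with 7 over 0.1. For control and China #8, 3 of 4 arrays correlated best with their own number. With the replicate block, China #8 against control gave 2830, and no call of a named gene in this contrast changed. With the replicate block, the number within the batch, the counts were 2242 for USA #2, 1154 for USA #6, 2271 for Europe #11, 2551 for India #13 and 3218 among the 6 extracts, and 173 for all extracts, 158 for USA, 250 for China/Europe and 66 for USA only. HNM1, URA7 and MET6, among others, did not pass Bonferroni with it (0.124, 0.248 and 0.0528).

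With Benjamini-Hochberg in place of Bonferroni the counts were 1722 for all extracts, 2141 for USA, 2136 for China/Europe and 1069 for USA only. With Bonferroni in place of Benjamini-Hochberg they were 35 between USA and China/Europe, 80 for USA #2, 61 for USA #6, 198 for USA #7, 378 for China #8, 84 for Europe #11, 152 for India #13 and 62 among the extracts. Past the threshold in each of the 3 group contrasts were 53. With USA #6 among the USA arrays, USA only was 24. In 2 separate fits of 2 groups, USA was 69, China/Europe 103 and USA only 30. With an estimated correlation, 2 of 34 lists passed camera in place of 15.

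Without scaling, PC1 and PC2 held 35.7% and 25.8% for arrays and 41.3% and 26.7% for means. With the batch effect removed, PC1 held 33.5% for arrays, and PC1 and PC2 held 40.6% and 25.2% for means. Without dim probe sets, PC2 held 25.9% for arrays and the entropy was 0.644, and divided by the log of 18 the entropy was 0.654.

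When each array was left out in turn, the counts lay between 116 and 212 for all extracts, lowest without control 2 and 140 without control 3. They lay between 84 and 147 for USA (105 and 110 without control 3 and 4, 106 without USA #2 array 2, 85 and 84 without USA #7 array 1 and 2), 149 and 281 for China/Europe (149 without control 2, 180 without China #8 array 1), and 23 and 93 for USA only (52, 37 and 37 without control 1, 3 and 4, 47 without USA #2 array 2, 23 without either USA #7 array). Between USA and China/Europe they lay between 1144, without USA #7 array 1, and 2089. For single extracts they lay between 151 and 1230 for USA #2, 93 and 463 for USA #6, 1204 and 2313 for USA #7, 1940 and 2353 for China #8, 333 and 1780 for Europe #11, and 684 and 1920 for India #13. Apart from China #8, these moved by over 1.5 times only without an array of the extract itself (418 and 151 for USA #2, 93 and 110 for USA #6, 1204 and 1280 for USA #7, 333 and 398 for Europe #11, 684 and 1068 for India #13). Among the 6 extracts they lay between 799 and 2205 (799 without USA #7 array 1, 1057 and 1104 without USA #6 array 1 and 2, 1064 without China #8 array 3), and for the interaction with batch between 0 and 30, the latter without control 2. PC1 and PC2 held 26.8% to 30.2% and 22.0% to 25.4% for arrays, and 34.7% to 38.4% and 26.5% to 30.0% for means. The entropy lay between 0.664 and 0.684, the phospholipid count between 11 and 13 and the r of INO1 with inositol between -0.344 and -0.184.

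The depth of an array is its signal over background. The dim filter removed probe sets with a mean log2 signal under 8.38 and kept 4322.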

Differences from the paper's values

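The paper states that, at the dose used, approximately 1.5% of the genes were differentially expressed by more than 2-fold, in preliminary experiments with China #8. Whether any of the arrays used here came from those experiments is not stated. With China #8, 4.25% of the probe sets had a mean difference over 2-fold. None of the alternatives set before the data were examined falls within 1.5 times of the paper's value. They gave 7.70% within batch 1, 2.36% within batch 2, 4.15% with every probe set of the table, 4.10% without dim probe sets, 4.16% with quantile normalization again, 4.20% with equal array medians, 4.22% with an adjusted p under the threshold as well, and 3.40% to 5.15% when each array was left out. The share was 1.67% with USA #2, 1.27% with USA #6, 1.94% with Europe #11, 3.85% with USA #7 and 4.11% with India #13.

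The paper describes INO2 as downregulated. Its log2 fold change over all extracts was -0.33 and did not pass the adjustment over all genes (Benjamini-Hochberg adjusted p = 0.0530). It passed when adjusted over the list alone, within batch 2 (Benjamini-Hochberg adjusted p = 0.0410) and with USA #2, USA #6 and USA #7 as single extracts. The other 13 genes that the paper draws as repressed all fell.

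The paper describes USA #6 as grouped with the control samples in the analysis of single arrays. With k-means clustering on 4 centres, the 2 USA #6 arrays did not fall with the 4 control arrays, while the averaged values and the tree with complete linkage placed them together.

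The paper describes the fall of the phospholipid genes as independent of the grouping of the extracts. The direction was the same with all 6 extracts. Between USA and China/Europe, 3 of the 14 genes were higher and 4 lower, with a median difference of 0.04 (camera adjusted p = 0.985, and adjusted p = 0.991 with an estimated correlation). Among the 6 single extracts, which is not the grouping of the paper, the size of the fall differed for 6 of the 14 genes.

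The paper's text describes its heatmap of all extracts as genes changed in all 3 groups. The caption of Fig. 7A defines its 221 genes by a contrast of control (n = 4) with all other arrays (n = 12), for which 218 probe sets passed here. Past the Bonferroni threshold in each of the 3 group contrasts were 53.

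The paper's text describes a larger range of inositol concentrations than its Table 2 holds, in which the highest is 35.3 times the lowest.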

Other observations

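The test of amino acid genes as a whole and the comparison of China #8 with the splits that part all pairs were chosen only after the result was seen.

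Of 52 probe sets of histidine, lysine, branched-chain and other amino acid synthesis, 30 were higher with the extracts and 1 was lower (31 and 1 when adjusted over the list alone) with a median log2 fold change of 0.27. LYS20 and LYS4, of lysine synthesis, rose by 1.03 (SE 0.15) and 0.75 (SE 0.09), and LEU9, of leucine synthesis, rose by 1.00 (SE 0.07). This list passed camera with an adjusted p of 4.14e-09, and adjusted p = 0.0456 with an estimated correlation. Of 14 probe sets of arginine metabolism, 8 were higher (9 when adjusted over the list alone), with ARG3 at 1.39 (SE 0.27) and CPA1 at 0.94 (SE 0.18; camera adjusted p = 5.22e-04, and adjusted p = 0.221 with an estimated correlation). For pyrimidines, 10 of 17 were higher and 2 lower (12 and 2 when adjusted over the list alone), such as the uracil permease FUR4 at 0.78 (SE 0.21; camera adjusted p = 0.00259, and adjusted p = 0.221 with an estimated correlation). For ergosterol, 12 of 30 were higher and 1 lower (12 and 1 when adjusted over the list alone), such as ARE1 at 0.75 (SE 0.14) and ERG3 at 0.73 (SE 0.12; camera adjusted p = 0.00169, and adjusted p = 0.286 with an estimated correlation).

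Of 51 probe sets of the tricarboxylic acid cycle, respiratory chain and ATP synthase, 27 were lower (35 when adjusted over the list alone), such as the external NADH dehydrogenase NDE2, which fell by 1.57 (SE 0.30), and RIP1, the Rieske protein, which fell by 0.59 (SE 0.10; camera adjusted p = 5.67e-10, and adjusted p = 0.221 with an estimated correlation). Purine genes (10 of 25 higher, 2 lower; 10 and 2 when adjusted over the list alone) and iron genes (7 of 35 higher, 1 lower; 7 and 1 when adjusted over the list alone) passed camera with adjusted p of 0.0362 and 0.0470, and adjusted p = 0.529 and 0.660 with an estimated correlation. The purine call was lost within batch 2 (0.451), with batch as a block (0.0584) and without control 1, control 2 or China #8 array 3 or 4 (0.0760, 0.133, 0.0596 and 0.0580). The iron call was lost with batch as a block (0.0584), with every probe set of the table (0.0554), without dim probe sets (0.0807), and without control 3 (0.178), control 4 (0.0754), USA #2 array 1 (0.0653), USA #7 array 1 or 2 (0.0522 and 0.0650), Europe #11 array 1 or 2 (0.0690 and 0.0537) or India #13 array 1 or 2 (0.0623 and 0.0526).

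The remaining lists did not pass camera, with adjusted p between 0.0725 for sphingolipids and 0.899 for oxidative stress. Among nitrogen genes, with 4 of 38 higher and 6 lower, the permease genes DUR3, PUT4 and GAP1 fell by 1.46 (SE 0.20), 1.38 (SE 0.21) and 1.33 (SE 0.25); this list had a median of 0.02 and a mean of -0.08. Higher and lower were 7 and 7 of 43 for oxidative stress (OYE2 at 0.88), 3 and 2 of 38 for methionine and sulfur, 3 and 7 of 36 for hexose transport, 1 and 1 of 21 for glycolysis, 1 and 5 of 23 for the diauxic shift (CAT8 at -1.04), 8 and 4 of 26 for phosphate, 4 and 4 of 17 for zinc and copper, 2 and 3 of 18 for calcium, 3 and 6 of 46 for the cell wall, 3 and 6 of 23 for the unfolded protein response, 7 and 2 of 23 for sphingolipids, 3 and 0 of 25 for thiamine and other vitamins (5 and 1 at an unadjusted p under 0.05 in limma), 6 and 1 of 32 for the cell cycle, 2 and 1 of 25 for haploid and mating genes, and 1 and 5 of 20 for meiosis. Of 10 probe sets of inositol phosphate kinases, 0 passed in limma, with 2 lower at an unadjusted p under 0.05. Of the 3 deleted marker genes, HIS3 rose by 0.59 (SE 0.10). When adjusted over the list alone, in the same order from nitrogen to meiosis, the counts were 4 and 6, 7 and 8, 2 and 1, 3 and 7, 1 and 1, 1 and 5, 9 and 4, 4 and 4, 2 and 2, 2 and 5, 3 and 7, 7 and 2, 2 and 0, 6 and 1, 0 and 1, and 1 and 5.

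The methionine and sulfur genes stood higher on both India #13 arrays, with list medians of 0.40 and 0.45, than on the other extract arrays (-0.17 to 0.05) and the control arrays (-0.19 to 0.11), as log2 differences from each gene's mean over the control arrays. MET2, SUL2, MET1 and MET28 were higher than with the other extracts by 2.65, 2.26, 2.15 and 2.13. Within batch 2 the camera adjusted p was 9.81e-28, and adjusted p = 0.0157 with an estimated correlation. A rise of amino acid genes as a whole is argued against, since the median difference of the other amino acid genes was 0.03, against 0.58 for the methionine and sulfur genes (camera adjusted p = 0.138). Dicalcium phosphate is, according to the paper, an excipient of India #13 and the USA extracts, which the extraction was meant to remove. Were it the cause in both, the list would be higher with the USA extracts than with China #8 and Europe #11. The median difference was -0.12 (camera adjusted p = 0.199), so no such rise was seen. The amounts left are not given and these extracts also differ in other ways, so a residue particular to India #13 stays open. No other explanation was tested.

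The contrasts were repeated on other splits of the same arrays into groups of the same sizes. With arrays taken as independent units, chance can be excluded for the contrast of all extracts (218 probe sets, highest of the others 6, 1 of 100 splits as large), for USA against control (170, highest other 1, 1 of 35), for China/Europe against control (274, highest other 21, 1 of 100), and for USA against China/Europe (1974, highest other 603, 1 of 100). These splits take no account of a possible pairing of control and China #8 arrays by replicate number. For China #8 against control, where the numbers may pair the arrays, 8 splits part all 4 pairs, too few for a share under 0.05 (2283, highest other 0). The other 27 splits leave 1 or more pairs together, and the highest of them, 350, was the one that follows the batch. The split of the 16 arrays that sets apart the 4 with the deviating 18S rRNA was not among the 100 drawn and gave 46, which points to a structure of the samples. The USA and China/Europe arrays come from 2 extracts each, and 4 extracts give only 3 splits, too few for a share under 0.05, so the splits say nothing about other extracts of these origins. For the USA list only, 3 of 100 splits were as large, the real one included (81, highest other 138), a share that excludes chance at 0.05 for arrays as the units, but a split can give a longer list than the real one. For the phospholipid genes (13, highest other 0), the splits decide nothing, since the study chose these genes on the same contrast. It cannot be excluded for the number of gene lists past camera at its preset correlation (15, highest other 17, 13 of 100), where the split by batch gave 8.

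In 64 groups of arrays and values tested for an array far from its group by Dixon's criterion, 0 were found.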
